# Comparative RNA-seq based transcriptomic analysis of bud dormancy in grape

**DOI:** 10.1186/s12870-016-0960-8

**Published:** 2017-01-19

**Authors:** Muhammad Khalil-Ur-Rehman, Long Sun, Chun-Xia Li, Muhammad Faheem, Wu Wang, Jian-Min Tao

**Keywords:** RNA-seq, DEGs, Summer buds, Paradormancy, Endodormancy

## Abstract

**Background:**

Bud dormancy is an important biological phenomenon of perennial plants that enables them to survive under harsh environmental circumstances. Grape (*Vitis vinifera*) is one of the most grown fruit crop worldwide; however, underlying mechanisms involved in grape bud dormancy are not yet clear. This work was aimed to explore the underlying molecular mechanism regulating bud dormancy in grape.

**Results:**

We have performed transcriptome and differential transcript expression analyses of “Shine Muscat” grape buds using the Illumina RNA-seq system. Comparisons of transcript expression levels among three stages of dormancy, paradormancy (PD) vs endodormancy (ED), summer buds (SB) vs ED and SB vs PD, resulted in the detection of 8949, 9780 and 3938 differentially expressed transcripts, respectively. Out of approximately 78 million high-quality generated reads, 6096 transcripts were differentially expressed (log2 ratio ≥ 1, FDR ≤ 0.001). Grape reference genome was used for alignment of sequence reads and to measure the expression level of transcripts. Furthermore, findings obtained were then compared using two different databases; Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG), to annotate the transcript descriptions and to assign a pathway to each transcript. KEGG analysis revealed that secondary metabolites biosynthesis and plant hormone signaling was found most enriched out of the 127 total pathways. In the comparisons of the PD vs ED and SB vs ED stages of grape buds, the gibberellin (GA) and abscisic acid (ABA) pathways were found to be the most enriched. The ABA and GA pathways were further analyzed to observe the expression pattern of differentially expressed transcripts. Transcripts related to the PP2C family (ABA pathway) were found to be up-regulated in the PD vs ED comparison and down-regulated in the SB vs ED and SB vs PD comparisons. GID1 family transcripts (GA pathway) were up-regulated while DELLA family transcripts were down-regulated during the three dormancy stages. Differentially expressed transcripts (DEGs) related to redox activity were abundant in the GO biological process category. RT-qPCR assay results for 12 selected transcripts validated the data obtained by RNA-seq.

**Conclusion:**

At this stage, taking into account the results obtained so far, it is possible to put forward a hypothesis for the molecular mechanism underlying grape bud dormancy, which may pave the way for ultimate improvements in the grape industry.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-016-0960-8) contains supplementary material, which is available to authorized users.

## Background

Grape (*Vitis vinifera*) is the most widely grown fruit crop globally. The area under grape cultivation is approximately 7.8 million hectares with a production of about 67.5 million tons. The berries are categorized mainly into table grapes (fresh) and wine grapes (wine), as well as for several value-added products [1]. China is the leading grape-producing country, accounting for 14% of the global grape production [2].

There are several developmental and metabolic processes that occur in the buds and twigs of grape plants during the winter period. These processes include enzyme synthesis, respiration, cell division, photosynthesis, growth stimulator production and growth inhibitor down-regulation. Dormancy is a controlling mechanism that enables woody perennials to adapt seasonal environmental changes and thus affects the following season’s vegetative growth and fruit production. Currently, global warming has a substantial influence on winter chilling accumulation and dormancy release of fruit trees [3]. To ensure sustainable fruit production, it is necessary to investigate the underlying genetic factors responsible for controlling dormancy [4]. Extended dormancy is a key hindrance for the large scale fruit production, including grape, in warm or mild winter regions under temperate and subtropical climates [5, 6]. Several studies have been conducted to determine the association between natural and chemical-induced ED, analyze gene expression during long and short photoperiods, and identify the transcript profile of bud development and signaling of bud dormancy break in grape [7–10]. Dormancy is generally classified into three main types: paradormancy (PD), endodormancy (ED), and ecodormancy (ECD) [11]. PD is the plant growth suspension initiated by factors outside the meristem. It is essentially the effect of one organ on another and involves the dominance of apical buds. ED is regulated by internal growth inhibitors, even under favorable conditions; without exposure to cold temperature for a specific duration (chilling requirement), endodormant buds (EDBs) cannot initiate growth. Exposure to low temperature (2–9 °C) shifts the ED state of the plant to ECD. ECDBs can break and grow when exposed to suitable growth conditions [12]. When EDB’s chilling requirement are fulfilled, the ED is released. EDBs steadily transition to the ECD state, especially under adverse environmental conditions. Summer buds (SB), which are green in color and small in size and grow on one side of winter buds that have no scales, can be observed after dormancy release during the new growth period and remain active for a short time during the transition from dormancy release to early summer dormancy. Like other perennial deciduous fruit plants, grape undergoes a characteristic dormant period during its growth cycle. In southeast China, grape buds fulfill their chilling requirement in the end of February and blossom in following spring. Inadequate cold accumulation hours during this period lead to irregular flowering, which consequently decreases fruit production.

The investigations have been made on dormancy at physiological as well as molecular levels in different deciduous fruits. MADS-box (DAM) genes associated with dormancy-have been isolated to investigate their expression pattern in some fruit plants during dormancy [12, 13]. For example, *DAM1* through *DAM6* have been identified in peach and Japanese apricot [14, 15], while *MADS13-1*, *MADS13-2, MADS13-3*, *PpMADS1* and *PpMADS2* were found in Japanese pear and Chinese white pear (Suli) [16, 17]. The expression profile of these genes during the induction and release of endodormancy indicated that *DAMs* serve as dose-dependent inhibitors of bud break [15]. Additionally, several other genes are involved in the complex molecular network regulating dormancy in deciduous plants. Therefore, segregating single gene is not sufficient for illuminating underlying molecular processed associated with bud dormancy [13].

Recently, the next-generation sequencing (NGS) technology has uplifted the transcriptomic by allowing the RNA-sequencing using cDNA libraries on a large scale. RNA-seq is a highly efficient and modern tool that involves deep sequencing technologies to generate millions of short cDNA reads which is considerably more efficient than microarray analysis [18]. In previous studies, RNA-seq was successfully applied to investigate dormancy based on direct sequencing of cDNAs in several woody plants using 454-pyrosequencing technology [19]. Moreover, in another study the transcriptomic analysis revealed the dormancy-related regulatory pathways involving photoperiod, hormones and circadian clocks [20–22]. Although previous studies have investigated the physiological as well as the molecular mechanism of bud dormancy using the transcriptomic approach in deciduous fruits as well as other crops [13, 16, 23], no attempt has yet been made to study grape bud dormancy at the transcriptomic level.

This study was undertaken to investigate underlying molecular processes regulating bud dormancy in grape and to develop robust foundation for molecular research. RNA-seq technology was used to categorize and characterize the expression profile of differentially expressed genes (DEGs) during three different grape bud dormancy stages. This novel transcriptome and transcript expression profiling data generated through RNA-seq will offer an improved understanding of underlying molecular process of bud dormancy and will pave the way to identifying key genes involved in dormancy for the ultimate improvement of table grape industry.

## Results

### Analysis of RNA-seq libraries

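Buds of the table grape cultivar Shine Muscat were compared in 3 states. Endodormant buds (ED), held back by signals inside the bud, were taken in February 2015, summer buds (SB), which stand beside the winter buds and have no scales, in May, and paradormant buds (PD), held back by signals from outside the meristem, in August. The paper's methods state that RNA of 3 bud samples was pooled per stage and that poly(A) mRNA was sequenced on an Illumina instrument, which gives 1 library per stage. No value below therefore has a replicate check, and each comparison describes a pair of libraries. The authors removed adaptor sequences and low-quality reads and mapped the rest to the grape reference genome with HISAT. The submitters' processing notes also name HTSeq, a read counter. The deposited values are FPKM (fragments scaled by transcript length and library total) for 21599 genes, a unit that the paper's methods call RPKM. Multiplied by transcript length, they fell on whole multiples of a single step in each library, within 0.05 reads for 98.69% (ED), 99.06% (SB) and 99.01% (PD) of the values of up to 50 reads. The reads behind each value were recovered in this way. A gene was called higher or lower here when its FPKM, with 0.1 added, differed at least 2-fold, and ratios were written as ED over PD, ED over SB and PD over SB. In the part of the paper's PD vs ED gene list that is held, a positive log2 ratio likewise stands for a gene higher in ED. The paper's words up and down do not always follow this sign. Its Table S8, without naming a comparison, marks the RT-qPCR genes that are highest in ED as down. Fold differences of single genes come from recovered reads per library total, with exact 95% intervals that cover counting error only. Gene groups were defined after the deposited values had been seen, since these carry no descriptions, from protein motifs, sequence similarity or gene symbols. The median log2 ratio of each group is given beside that of 10000 random lists of the same size and mean expression, as a description of these libraries. This matters because the median log2 ratio of all genes was -0.37 for ED over PD, -0.73 for ED over SB and -0.25 for PD over SB. When the libraries were centred on the median gene instead (median-of-ratios scaling), these medians were -0.01, -0.10 and 0.00. That scaling raises each single log2 ratio by 0.40, 0.70 and 0.31, which took 39 of 75 ratios of genes named in the paper outside their intervals, and directions that depend on this choice are named at each group.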

In this study, three cDNA libraries constructed from grape buds during three different stages were sequenced and generated 79.6 million sequence reads. After elimination of low-quality reads and adaptor sequences, 78.5 million clean reads (98.5% of the generated data) were recorded, which were then mapped to the reference genome of grape using HISAT [24]. Furthermore, out of high-quality reads generated from the three samples, uniquely mapped reads were 73.28 to78%, while total mapped reads were 75.16 to 79.33% (Table 1).

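The gene with the most reads in ED differed from that in SB and PD, which was LOC100256846 in both. DHN1, which encodes a dehydrin that shields proteins and membranes in drying or freezing cells, held 5.3% of the ED reads, against 0.03% in SB and 0.002% in PD. The 10 most abundant genes held 13.26% of the reads in ED, 2.51% in SB and 3.80% in PD. PR10.2, a pathogenesis-related protein, and GRIP32, named for its transcripts in ripening grape berries, were among them in ED with 0.474% and 0.531%. The reads recovered from the FPKM came to 8240149 in ED, 8775267 in SB and 9048402 in PD. Of the 21599 genes, 2660 were listed at 0 in ED, 1232 in SB and 1635 in PD, and 14248, 16798 and 15749 had an FPKM of at least 1.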

**Table 1:** Reads number based on RNA-Seq data in three stages of grape buds

Type	Paradormancy	Endodormancy	Summer buds
Total raw reads	26435288	26770600	26436252
Total mapped reads (%)	20780609 (79.33)	19615041 (75.16)	20449692 (78.02)
Unique mapped reads (%)	20432432 (78.00)	19125122 (73.28)	20125121 (76.78)
Total low quality reads (%)	66206 (0.25)	65536 (0.24)	70588 (0.27)
Multiple mapped reads (%)	348177 (1.33)	489919 (1.88)	324571 (1.24)
Total clean reads (%)	26195652 (99.09)	26097230 (97.48)	26210610 (99.15)

### Differential expression analysis of transcripts

To understand and interpret the results of the RNA-seq experiment, the differential expression patterns of transcripts were analyzed among the three different bud dormancy stages. From three different libraries, differential expression analysis identified 943 to 7596 transcripts with significant expression changes (*p* ≤ 0.05 and fold change ≥ 2). The different expression patterns among the three stages revealed that the maximum differences (7596 down-regulated transcripts and 2184 up-regulated transcripts) were examined between the SB and ED stages. In contrast, in the PD vs ED comparison, 2969 transcripts were up-regulated and 5980 were down-regulated, while in the SB vs PD comparison, 943 transcripts were up-regulated and 2995 were down-regulated. 

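Only 378 of the 21599 genes carry a symbol, and the genes named here are among the 10 of these with the largest ratios in each direction between SB and ED. DHN1 was 177-fold higher in ED than in SB (95% interval 171 to 184). HT5, a hexose transporter, was 31.9-fold higher (20.9 to 51.3). PRP1 rose from an FPKM of 73.7 in SB to 2430 in ED. PR1, a salicylate-responsive pathogenesis-related protein, had 1688 reads in SB and was listed at 0 in ED, at least 528-fold lower if that 0 is a true count, which was not tested. PL1, a pectate lyase that softens cell walls, was 229-fold lower (98.0 to 707), and LOXA, a lipoxygenase, 227-fold lower (168 to 317). In total, 3024 genes were higher and 9323 lower in ED than in SB, so that 75.5% of the called genes were lower in ED. With median-of-ratios scaling the counts were 5222 and 6647, or 56.0% lower.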

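Among the genes with a symbol, genes of photosystem I were among those furthest lower in ED than in PD. LHCA1, an antenna protein of photosystem I, fell to an FPKM of 2.76 in ED from 632 in PD and was 230-fold lower (95% interval 154 to 359). PSAN, a subunit of the same photosystem, was 151-fold lower (79.2 to 330). GRIP32 was 52.8-fold higher in ED than in PD (49.5 to 56.5), and GST3, a glutathione S-transferase, 55.8-fold higher (26.8 to 140). From SB to PD, HSP101, a chaperone that rescues proteins from aggregates, rose 49.1-fold (43.9 to 55.2), and CHI4D, a chitinase, 13.8-fold (8.75 to 22.9). TIP1, a water channel of the vacuole membrane, rose 8.35-fold (7.25 to 9.65). BCH1, a carotene hydroxylase, fell 7.56-fold (4.39 to 14.0) from SB to PD. Over all genes, 4092 were higher and 7749 lower in ED than in PD, and 1620 were higher and 4535 lower in PD than in SB. With a read-level exact binomial test at an adjusted p of 0.001, which compares the libraries and not the stages, 2913 and 5940 passed between ED and PD, and 896 and 2716 between PD and SB.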

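Some genes passed the 2-fold threshold in 1 comparison and missed it in the others. HT6, a sugar transporter, was 2.35-fold lower in ED than in PD (95% interval 2.22 to 2.49), while its log2 ratios were -0.89 for ED over SB and 0.34 for PD over SB. MNSOD, a superoxide dismutase that removes oxygen radicals in mitochondria, stood at an FPKM of 242 in SB and 606 in ED (log2 ratio 1.32), with log2 ratios of 0.73 for ED over PD and 0.60 for PD over SB. LOC100241730, an ethylene receptor, was 2.26-fold lower in PD than in SB (2.05 to 2.49), with 0.59 for ED over PD and -0.59 for ED over SB. None of these genes kept this pattern with median-of-ratios scaling. HT6 and LOC100241730 then passed in no comparison, and MNSOD also passed between ED and PD. Over all genes, 1112 passed between SB and ED alone, 1104 between PD and ED alone and 466 between SB and PD alone. Whether the ratio of such a gene differed between comparisons was not tested, and each pair of comparisons shares a library.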

Whereas, in comparison between SB and ED stages, the maximum number of 1280 distinctive transcripts was observed, while fraction of unique transcripts were identified in the PD vs ED (1048) and SB vs PD (453) comparisons. Among these, 70 transcripts were commonly up-regulated and 565 transcripts were down-regulated in all three stages of dormancy (Fig. 1, Additional files 1, 2 and 3).

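BiP, a chaperone of the endoplasmic reticulum, rose from SB to PD and again from PD to ED, with an FPKM of 9.62 in SB, 50.2 in PD and 194 in ED. LOC100248744, a NAC transcription factor, followed the same order at 0.498, 2.21 and 11.4. In the opposite order, EDS1, a regulator of immune responses, fell from 69.5 in SB to 10.8 in PD and 3.69 in ED. GA3ox1, which makes active gibberellin, fell from 16.2 to 2.41 and 1.11, and FLS1, a flavonol synthase, from 39.9 to 12.1 and 2.78. The step of GA3ox1 from PD to ED lay close to the 2-fold threshold and did not pass with median-of-ratios scaling. In total, 161 genes were higher in ED than in PD, in ED than in SB and in PD than in SB, and 1095 were lower in each. With median-of-ratios scaling these counts were 293 and 677, and with the read-level test 62 and 541. Since the comparisons share libraries, the shared genes are not independent evidence of each other.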

**Fig. 1:**
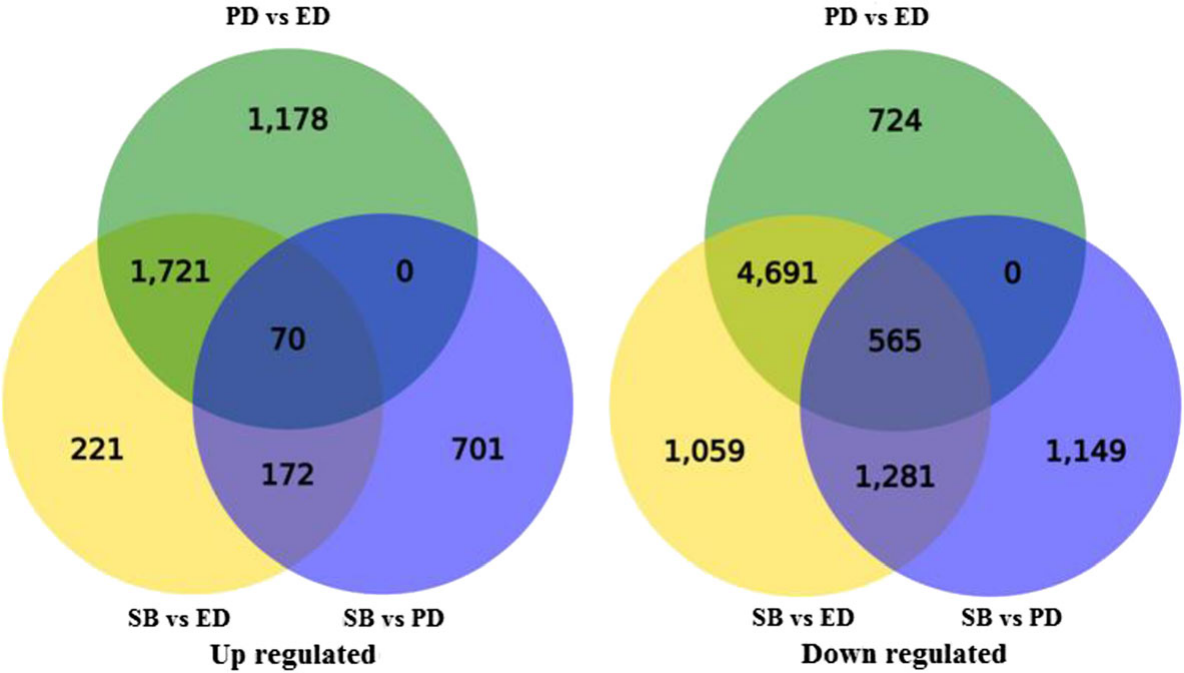
Venn diagram of significantly up-regulated (*left*) and down-regulated transcripts (*right*) in three dormancy stages of grape buds. In this figure, there are 70 up-regulated and 565 down regulated genes were common

### Cluster analysis of DEGs

A cluster analysis of transcript expression patterns with functional enrichment was performed using familiar log ratio values for the transcript expression analysis. The transcripts were arranged into three groups, SB vs PD, SB vs ED and PD vs ED. 

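Genes that differed between SB and PD took separate courses in ED. LOC100264507, a WRKY transcription factor, fell from an FPKM of 534 in SB to 30.3 in PD and stood at 204 in ED, whereas LOC100241839, a NAC factor, fell from 129 to 13.9 and 2.35. PIP2 (LOC100233002), a water channel of the plasma membrane, rose from 509 to 2107 and stood at 294 in ED. The set holds the 6155 genes past the threshold between SB and PD, of which 1620 rose and 4535 fell towards PD. By the sign of the ratio, 2620 of the set were higher and 3064 lower in ED than in PD, and 471 were equal. Against SB, 1671 were higher and 4228 lower in ED, and 256 were equal.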

In the SB vs PD group, 969 transcripts (24.70%) were up-regulated and 2953 transcripts (75.29%) were down-regulated, while in the SB vs ED and PD vs ED groups, 2152 transcripts (54.86%) and 2907 transcripts (74.12%) were up-regulated and 1770 transcripts (45.13%) and 1015 transcripts (25.87%) were down-regulated, respectively. Split plots are shown for each cluster with the data presented as the means of the standard deviation of the RMKM expression values. The cluster analysis grouped up-regulated and down-regulated transcripts separately. 

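Transcription factors of stress and flowering are among the genes that fell from SB to PD. LOC100253577, a WRKY factor, fell from an FPKM of 244 in SB to 9.67 in PD and stood at 21.2 in ED. AP1, a MADS-box gene of floral meristems, stood at 5.64 in SB, 2.28 in PD and 0.502 in ED. LHCA3, an antenna protein of photosystem I, rose from 54.0 in SB to 298 in PD and stood at 8.05 in ED. Of the 4535 genes that fell from SB to PD, 2840 were also lower in ED than in SB and 445 were higher, and with median-of-ratios scaling 1841 and 508 of 3322. Against PD, 1463 of them were higher in ED and 1095 lower. Of the 1620 that rose from SB to PD, 1077 were lower in ED than in PD and 161 higher. Genes that fell were chosen for a high value in SB and a low value in PD, which by itself favours ED below SB and above PD. Genes that rose were chosen for a high value in PD, which favours ED below PD. How far these choices shape the counts was not tested. Lower genes made up 73.7% of the set between SB and PD, and 59.7% with median-of-ratios scaling.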

A majority of transcripts were up-regulated; while a smaller number of transcripts were down-regulated (Fig. 2 and Additional file 4).

**Fig. 2:**
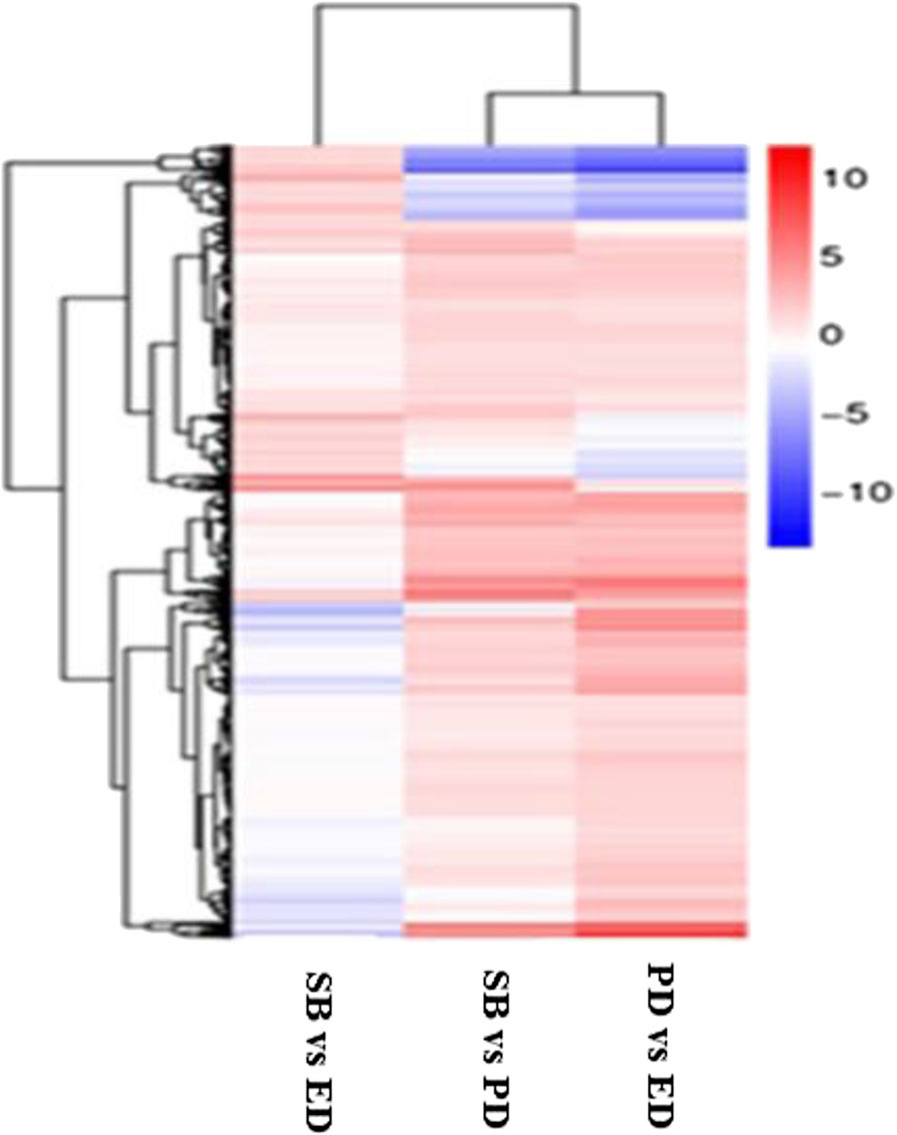
Cluster analysis of gene expression based on log ratio RPKM data. The cluster display expression patterns for a subset of DEGs in three comparisons (PD vs ED, SB vs ED and SB vs PD). Each column represents an experimental condition and each row represents a gene. Red means up-regulated and blue means down-regulated

### GO and KEGG analysis of DEGs

Gene Ontology based enrichment analysis was carried out using a threshold value (*p*-value ≤ 0.05) to evaluate the major biological functions of DEGs that are further classified into three main categories such as, cellular component (CC), molecular function (MF) and biological process (BP). BP category contained the majority of GO annotations (26,989; 42.15%) followed by MF (21,686; 33.87%) and CC (15,352; 23.97%). The major subcategories along with the analysis of all the transcripts among the three different stages of bud dormancy are shown in Fig. 3. The PD vs ED, SB vs ED and SB vs PD comparisons represent 26,434 (41.28%), 27,559 (43.04%) and 10,034 (15.67%) transcripts, respectively, of the total 64,027 transcripts annotated in GO major categories. A total of 15,352 transcripts were categorized as CC, with 6669 (43.44%) recognized in the PD vs ED comparison, 6642 (43.26%) in the SB vs ED comparison and 2041 (13.29%) in the SB vs PD comparison. Transcripts associated with the CC subcategories integral component of membrane (595; 8.92%, 632; 9.51%, 215; 10.53%) and nucleus (510; 7.64%, 500; 7.52%, 197; 9.65%) were identified in the PD vs ED, SB vs ED and SB vs PD comparisons, respectively. A total of 26,989 transcripts were categorized as BP, with 10,999 (40.75%) identified in the PD vs ED comparison, 11,582 (42.91%) in the SB vs ED comparison and 4408 (16.33%) in the SB vs PD comparison. Transcripts associated with the BP subcategories oxidation-reduction process (667; 6.06%, 712; 6.14%, 288; 2.48%) and metabolic process (534; 4.85%, 551; 4.75%, 199; 4.51%) were recognized in the PD vs ED, SB vs ED and SB vs PD comparisons, respectively. A total of 21,686 transcripts were categorized as MF, with 8766 (40.42%) identified in the PV vs ED comparison, 9335 (43.04%) in the SB vs ED comparison and 3585 (16.53%) in the SB vs PD comparison. Transcripts associated with the MF subcategories ATP binding (653; 7.44%, 730; 7.82%, 277; 7.72%) and DNA binding (282; 3.21%, 290; 3.10%, 128; 3.57%) were recognized in the PD vs ED, SB vs ED and SB vs PD comparisons, respectively (Table 2). A sum of 13,740 DEGs were allocated to 127 pathways (Additional files 5, 6 and 7). Based on KEGG analysis, biosynthesis of secondary metabolites with 1504 transcripts was the most enriched pathway, followed by plant hormone signal transduction (659 transcripts) and ribosome (299 transcripts) in three different dormancy stages (Fig. 4).

**Fig. 3:**
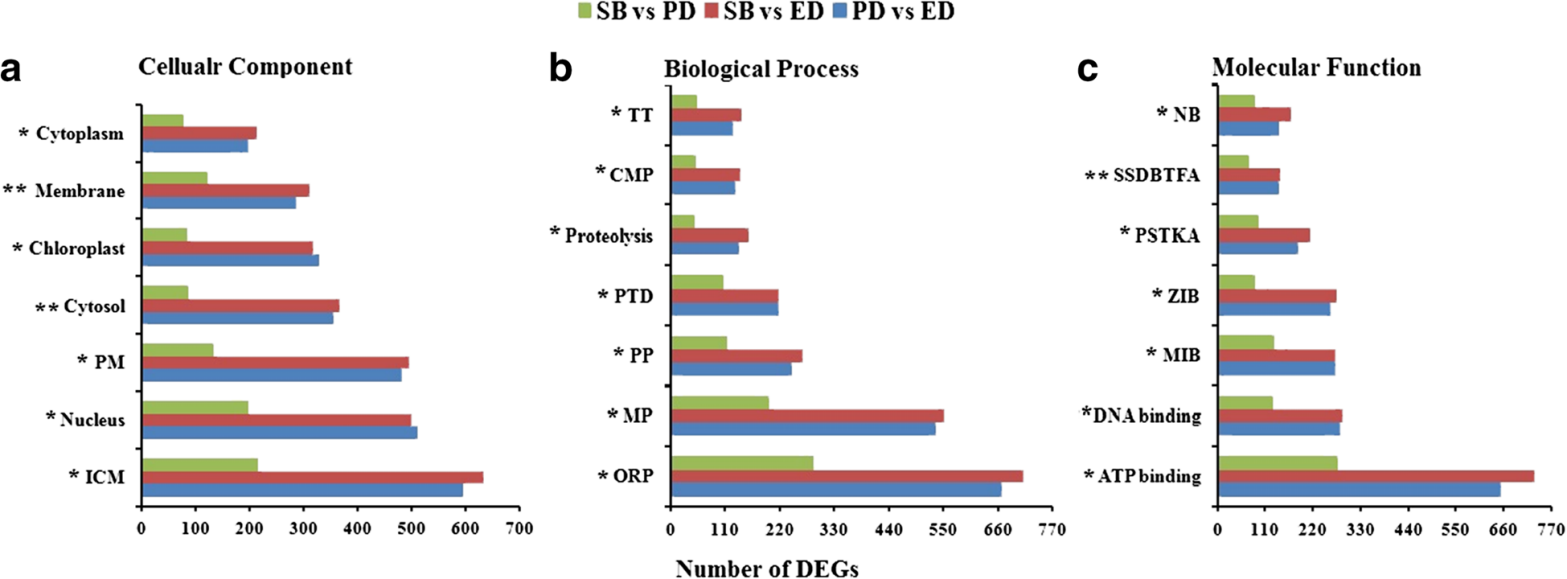
GO distributions of the transcripts differentially expressed among three dormancy stages. GO categories that were significantly enriched, (i.e. *p< 0.05, **p< 0.001) were analyzed with level of significance in pair wise comparison (PD vs ED, SB vs ED and SB vs PD). The transcripts were annotated into three main categories; **a** cellular component, **b** biological process and **c** molecular function. Abbreviations: ICM, Integral component of membrane; PM, Plasma membrane; ORP, Oxidation-reduction process; MP, Metabolic process; PP, Protein phosphorylation; RTD, Regulation of transcription, DNA-templated; CMP, Carbohydrate metabolic process; TT, Transmembrane transport; MIB, Metal ion binding; ZIB, Zinc ion binding; PSTKA, Protein serine/threonine kinase activity; SSDBTFA, Sequence-specific DNA binding transcription factor activity; NB, Nucleotide-binding

**Table 2:** Gene ontology (GO) DEGs number in molecular function, cellular component, and biological process among three dormancy stages

Description	PD vs ED	SB vs ED	SB vs PD	Total
Cellular component	6669	6642	2041	15,352
Bilogical process	10999	11582	4408	26,989
Molecular function	8766	9335	3585	21,686
Total	26,434	27,559	10,034	64,027

**Fig. 4:**
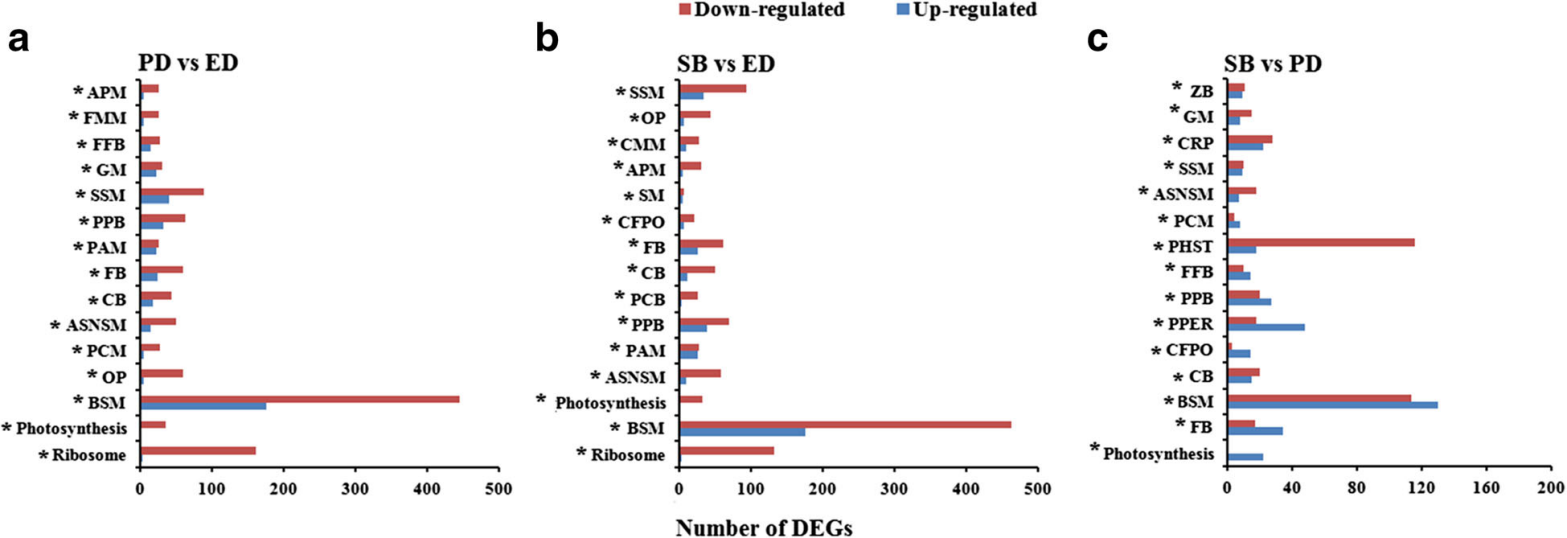
Number of DEGs up and down-regulated in most enriched pathways among three stages of dormancy. Y-axis represents a number of transcripts and X-axis represents enriched pathways. Enriched pathways were significantly enriched (*p< 0.05) during three comparative stages. **a** DEGs number and enriched pathways between PD vs ED. **b** DEGs number and enriched pathways between SB vs ED. **c** DEGs number and enriched pathways between SB vs PD. Abbreviations: BSM, Biosynthesis of secondary metabolites; OP, Oxidative phosphorylation; PCM, Porphyrin and chlorophyll metabolism; ASNSM, Amino sugar and nucleotide sugar metabolism; CB, Carotenoid biosynthesis; FB, Flavonoid biosynthesis; PAM, Phenylalanine metabolism; PPB, Phenylpropanoid biosynthesis; SSM, Starch and sucrose metabolism; GM, Glutathione metabolism; FFB, Flavone and flavonol biosynthesis; FMM, Fructose and mannose metabolism; APM, Arginine and proline metabolism; PCB, Porphyrin and chlorophyll biosynthesis; CFPO, Carbon fixation in photosynthetic organisms; SM, Selenocompound metabolism; CMM, Cysteine and methionine metabolism; PPER, Protein processing in endoplasmic reticulum; PHST, Plant hormone signal transduction; CRP, Circadian rhythm plant; ZB, Zeatin biosynthesis

### Transcripts related to plant hormone signal transduction and secondary metabolism pathways

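The branches of phenylpropanoid metabolism moved apart between the stages. Stilbene synthases make resveratrol, a defence compound of grape, and 33 of 34 were higher in ED than in PD and all 34 higher in ED than in SB. An STS gene (LOC100242994) stood at an FPKM of 204 in ED, 1.74 in SB and 1.12 in PD. MYB14, a transcription factor that switches stilbene synthases on, was 38.8-fold higher in ED than in SB (95% interval 28.6 to 54.1). PAL, the entry enzyme of phenylpropanoid synthesis, was 36.4-fold higher (26.4 to 51.7). Of 18 genes listed for flavonoid synthesis, 2 were higher and 16 lower in ED than in PD, and the higher ones were PAL and GVVPAL2, which also feed the stilbenes. LDOX, which forms anthocyanidins, was 116-fold lower in ED than in PD (101 to 134), F3H, an early flavonoid hydroxylase, 25.0-fold lower (23.1 to 27.1), and DFR 8.58-fold (8.12 to 9.06). From SB to PD, 13 of the 18 rose and 2 fell, and UFGT, which adds the sugar to anthocyanidins, went from 2 to 59 reads, 28.6-fold (7.58 to 242). The stilbene synthases had a median log2 ratio of 5.45 for ED over PD, against -0.54 in random lists, and the flavonoid genes of -4.25, against -0.61. Between PD and SB, 3 stilbene synthases were higher and 15 lower with a median of -0.82, which turned to 3.67 among genes with at least 50 reads in these libraries. Their median FPKM was 0.07 in PD and 0.39 in SB, so most of these calls rest on few reads. Stilbene synthases resemble each other closely, so reads may be divided among them with error.

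**Figure D1:**
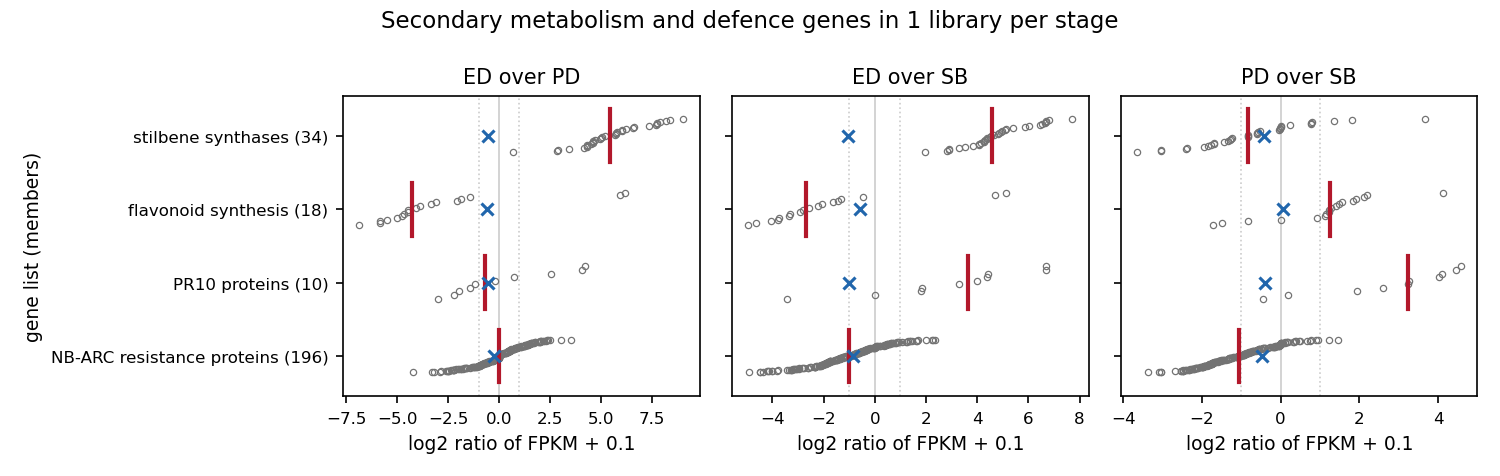
Log2 ratios of FPKM + 0.1 for ED over PD, ED over SB and PD over SB in 4 gene groups. Open circles are genes, red bars group medians, blue crosses medians of matched random lists and dotted lines the 2-fold threshold. For ED over SB all stilbene synthases lie right of the threshold and 15 of 18 flavonoid genes left of it, with medians of 4.60 and -2.69, PR10 proteins are spread for ED over PD at a median of -0.67, and NB-ARC resistance proteins have a median of -1.0 for ED over SB.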

In the present study, 1504 transcripts linked secondary metabolism pathways were identified in three dormancy stages. Out of which, 482 and 1022 were up and down-regulated during all three stages of dormancy. 10,312 DEGs were annotated in plant hormone signaling pathways, of which the ABA, gibberellin (GA), and ethylene signaling pathways were further analyzed. 

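Some type 2C protein phosphatases (PP2C) keep the kinases of abscisic acid (ABA) signalling inactive until the hormone's receptors bind them. Which of the 36 genes counted here do so was not tested. Of 36 genes with the PP2C signature, 9 were higher and 6 lower in ED than in PD (14 and 4 with median-of-ratios scaling), and 21 did not pass the threshold. The signature missed LOC100264381, LOC100242244 and LOC100253351, which the paper names as PP2C or PP2C-like. All of these were lower in ED than in PD, and the counts and medians here leave them out. LOC100240944 rose from an FPKM of 9.88 in PD and 18.6 in SB to 56.3 in ED, and was 5.68-fold higher in ED than in PD (95% interval 4.89 to 6.64). LOC100255251 was 2.63-fold higher (2.40 to 2.89). LOC100251928, the most abundant, stood at 162 in ED and 86.0 in PD and stayed under the threshold. LOC100254174 was 22.2-fold lower in ED than in PD (10.6 to 56.2). Between ED and SB, 7 were higher and 11 lower, and 13 and 6 with that scaling. None rose and 5 fell from SB to PD, among them LOC100246740, 5.00-fold (4.49 to 5.56), and 3 fell with that scaling. The median log2 ratio was 0.20 for ED over PD (97.3rd percentile of random lists, whose median was -0.37). It was -0.16 for ED over SB, which the other scaling turned to 0.53.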

Sixteen transcripts were annotated as *protein phosphatase 2C (PP2C)* transcripts, out of which, 11 were up-regulated in the PD vs ED comparison. A large quantity of transcripts abundance of a gene annotated as *serine/threonine-protein kinase (SnRK2)* was lower in the PD vs ED comparison. 

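SnRK2 kinases pass the ABA signal on to transcription factors and ion channels once PP2C phosphatases release them. Of 7 such kinases, 4 were higher and 1 lower in ED than in PD, and 2 did not pass. LOC100853603 stood at an FPKM of 213 in ED, 23.9 in SB and 9.71 in PD, 21.9-fold higher in ED than in PD (95% interval 18.4 to 26.3). LOC100245171 was 3.61-fold higher (3.33 to 3.92) and LOC100243594 2.80-fold (2.54 to 3.10). LOC100249013 was 6.15-fold lower in ED (4.93 to 7.74). The same numbers, 4 higher and 1 lower, were past the threshold between ED and SB. LOC100853603 also fell 2.46-fold from SB to PD (2.00 to 3.03), and no SnRK2 gene passed there with median-of-ratios scaling. The median log2 ratio was 1.49 for ED over PD, against -0.17 in random lists (percentile 99.39). The group was built from LOC100853603 and LOC100245171, which are in Table 3, so these members are not independent of the paper's choice.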

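GRAS proteins are plant transcription regulators that include the DELLA repressors of gibberellin (GA) responses. Of 35 GRAS genes, 15 were higher and 8 lower in ED than in PD, and 12 did not pass the threshold. LOC100261706 was 11.6-fold higher in ED than in PD (95% interval 6.85 to 21.3). LOC100253954, with an FPKM of 128 in ED and 30.0 in PD, was 4.25-fold higher (3.91 to 4.62). LOC100247949 had 459 reads in PD and was listed at 0 in ED, at least 139-fold lower if that 0 is a true count, which was not tested. Between ED and SB, 9 were higher and 9 lower, and 12 and 6 with median-of-ratios scaling. Another 2 rose and 6 fell from SB to PD, with LOC100267541 falling 5.42-fold (4.84 to 6.08). The group was built from sequence similarity to 5 genes, of which the paper picked 4 from these libraries, so its count is not independent of that choice. For ED over PD the median log2 ratio was 0.81, above 99.98% of random lists. It was -0.11 for ED over SB, which the other scaling turned to 0.48, and for PD over SB -0.45.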

In GA-responsive pathway, six out of the total 16 transcripts encoding *DELLA* proteins were found to be down-regulated in the PD vs ED comparison, while five transcripts were up-regulated in the SB vs ED comparison. In the ethylene response pathway, two transcripts annotated as *ethylene response receptor (ETR*) were down-regulated in the PD vs ED comparison, while three ETR transcripts were down-regulated in the SB vs PD comparison (Tables 3 and 4). Moreover, differential expression of genes involved in plant hormone signaling pathways was also identified. 

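Ethylene receptors repress the ethylene response until they bind the hormone. Of 4 genes similar to ETR1, 2 were lower in PD than in SB and none was higher. LOC100254638 stood at an FPKM of 23.2 in SB, 10.0 in PD and 25.7 in ED. It was 2.31-fold lower in PD than in SB (95% interval 2.02 to 2.64) and 2.55-fold higher in ED than in PD (2.23 to 2.92). LOC100241730 stood at 60.2 in SB, 26.6 in PD and 40.1 in ED. LOC100249603, at 32.8, 18.3 and 24.5, did not pass in any comparison. In ED, 1 receptor was higher than in PD and none was lower, and none passed against SB. Their median log2 ratio was -1.0 for PD over SB (percentile 1.27 of random lists), where no receptor passed with median-of-ratios scaling. It was 0.69 for ED over PD and -0.14 for ED over SB, the latter turning to 0.56 with that scaling.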

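Auxin influx carriers were lower in ED, while some related amino acid transporters were higher in ED than in PD. The AUX1/LAX carriers bring auxin into cells, and all 4 were lower in ED than in PD and in SB. LAX1, at an FPKM of 6.61 in ED, was 3.84-fold lower than in PD (95% interval 3.15 to 4.72) and 5.29-fold lower than in SB (4.36 to 6.46). LOC100253820 was 34.9-fold lower than in PD (19.8 to 68.1). With median-of-ratios scaling 3 of the 4 passed between ED and PD. The lysine histidine transporter-like (LHT) genes belong to the same amino acid permease superfamily. Of 5, 3 were higher and none lower in ED than in PD. LOC100246547, the Table 3 gene from which this group was built, stood at 42.9 in ED, 3.15 in SB and 3.12 in PD, 13.7-fold higher in ED than in PD (10.1 to 18.9), and LOC100266039 was 4.27-fold higher (2.01 to 10.1). The median log2 ratios for ED over PD were -1.87 for AUX1/LAX, against -0.56 in random lists (percentile 12.35), and 1.09 for LHT, against -0.62 (percentile 96.78). For ED over SB the AUX1/LAX median was -2.63. The LHT median was -0.22, which median-of-ratios scaling turned to 0.46.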

In the auxin biosynthesis pathway, four out of 15 transcripts encoding *Aux-1* proteins showed up-regulation in the PD vs ED comparison. In the zeatin biosynthesis (cytokinin) pathway, 14 transcripts encoding *CRE1* proteins were identified, with one transcript up-regulated in the PD vs ED comparison and 13 transcripts were down-regulated in the SB vs ED comparison.

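Cytokinin receptors of the CRE1 type are histidine kinases that start the cytokinin phosphorelay. Only 3 genes carried their kinase motif, and 1 of them passed the threshold. LOC100254304 stood at an FPKM of 57.1 in SB, 21.7 in PD and 3.15 in ED. It was 18.1-fold lower in ED than in SB (95% interval 15.0 to 22.2), 6.90-fold lower than in PD (5.65 to 8.50) and 2.63-fold lower in PD than in SB (2.42 to 2.85). CYT1 stood at 12.1 in ED, 21.1 in SB and 14.8 in PD, and LOC100247122 at 31.6, 38.9 and 23.7. The group's median log2 ratio was -0.80 for ED over SB and -0.71 for PD over SB. For ED over PD it was -0.29, which turned to 0.10 with median-of-ratios scaling.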

**Table 3:** Differentially expressed genes related to plant hormone signal transduction pathway among three dormancy stages

Gene ID	ED (RPKM)	SB (RMKM)	PD (RPKM)	log2	Description
Abscisic acid					
LOC100243241	57.43101	2332.938739	3537.44	−3.38	MLP-like protein 423
LOC100240944	854.1852	454.373409	206.4772	1.36	Probable protein phosphatase 2C 49-like
LOC100853603	2144.361	387.194545	134.615	2.56	Threonine-protein kinase SAPK2-like
LOC100245171	2084.503	1584.199761	792.508	1.5	Serine/threonine-protein kinase SAPK10-like
Gibberellin					
LOC100255710	136.702	6.107169	0.001	4.6	Probable carboxylesterase 8-like
LOC100254982	76.84431	20.764376	11.13357	1.93	Carboxylesterase 1-like
LOC100261706	128.6131	29.314413	15.18215	2.1	Nodulation-signaling pathway 1 protein-like
LOC100253954	2184.805	1520.685199	706.4759	1.1	Scarecrow-like protein 1
LOC100242700	131.8487	68.400298	32.38858	2.05	Scarecrow-like protein 14-like
Auxin					
LOC100246547	464.3014	54.964525	46.55858	2.51	Lysine histidine transporter 1-like
LOC100244496	731.638903	10.51554	720.6459	−3.68	Auxin-responsive protein IAA33-like
LOC100854934	19.4133	131.914861	78.94716	−1.1	An-induced protein 22A-like
Ethylene					
LOC100259653	124.5687	50.07879	18.21858	1.74	Serine/threonine-protein kinase HT1-lik
LOC100257625	1881.472	1408.313281	1212.547	1.09	Serine/threonine-protein kinase HT1-like

**Table 4:** Number of up and down-regulated DEGs related to plant hormone signal transduction pathway

Gene family	Up-regulated	Down-regulated
Lysine histidine transporter 1-like	1	5
AUX/IAA transcription regulator family protein	6	30
TIR 1like auxin family protein	0	13
Histidine kinase binding protein	1	1
CRE1 like family protein	4	28
GIDI family proteins	26	18
DELLA protein SLRI like	15	21
Type 2C protein phosphatases PP2C	17	14
SnRK2 family protein	4	3
Threonine-protein kinase CTR 1 like	4	6

### Validation of DEGs by RT-qPCR

Twelve DEGs were chosen for RT-qPCR analysis to verify the precision and reproducibility of the transcriptome analysis results. In each case, the qRT-PCR assay results closely related to the transcript levels assessment by the RNA-seq analysis (Fig. 5).

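In the sequencing data, the 12 genes were divided evenly around ED. The carboxylesterases LOC100260853, LOC100249257, LOC100264240 and LOC100254982 and the PP2C genes LOC100240944 and LOC100248525 were higher in ED than in PD and in SB. LOC100260853 had 341 reads in ED, 11 in SB and 3 in PD, 125-fold higher in ED than in PD (95% interval 42.4 to 608). LOC100249257 was 27.0-fold higher than in PD (11.3 to 84.7). The other 6 were lower in ED than in PD and in SB, among them LOC100264381, LOC100242244 and LOC100253351, which the paper names as PP2C or PP2C-like. The GRAS gene LOC100263197 was 51.9-fold lower than in SB (28.0 to 109), and the carboxylesterase LOC100244884 7.51-fold lower (2.96 to 24.4). With median-of-ratios scaling 4 of these 6 passed against SB, and with at least 50 reads 5 did. Between PD and SB, 1 passed with PD higher, LOC100264240 at 3.09-fold (2.26 to 4.29), and 2 with PD lower. Neither of these 2 passed the read-level test at an adjusted p of 0.001. In the RT-qPCR figure, read by eye, the order of PD and SB was the other way for 4 of the 12 genes. The bar of LOC100264240 was higher in SB than in PD, with overlapping error bars. That of LOC100263197 was higher in PD, with error bars apart, while its FPKM was higher in SB. The reference gene LOC100246825 had FPKM of 148 in ED, 108 in SB and 94.9 in PD.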

**Fig. 5:**
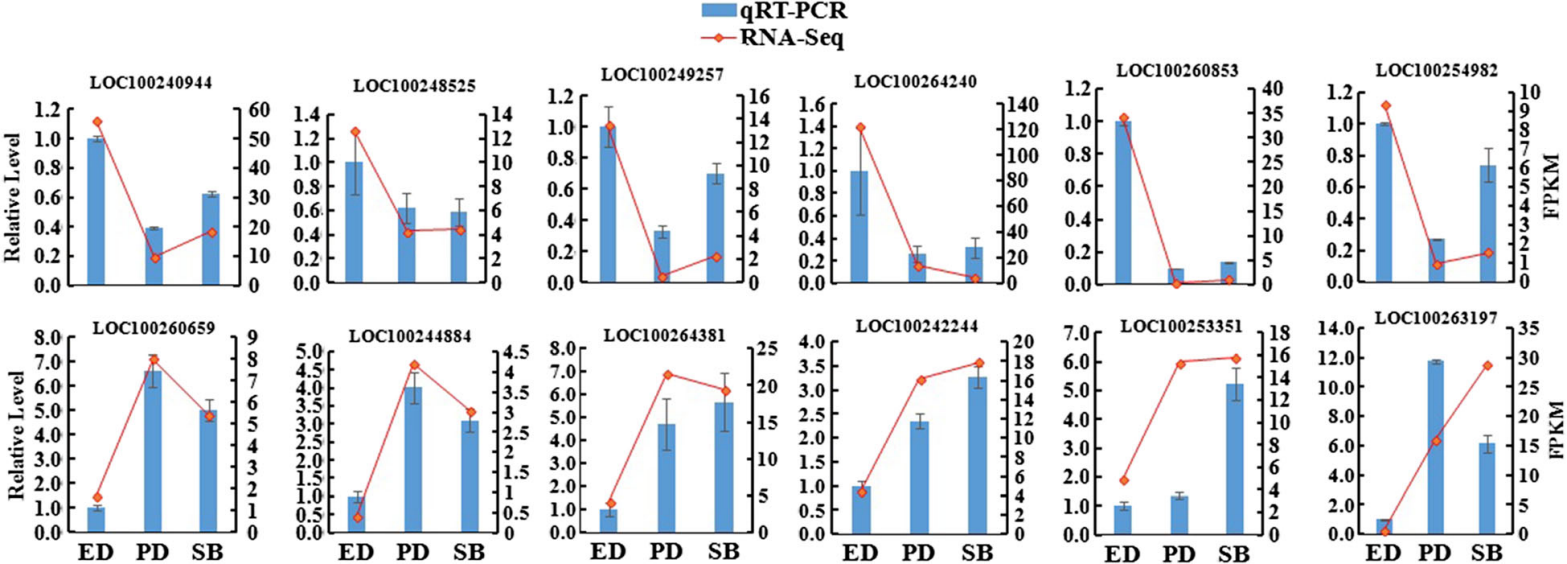
Verification of relative expression levels of DEGs by qRT-PCR. Error bars indicate standard deviation from 3 biological and technical replicates of RT-qPCR. Expression patterns of 12 DEGs related to plant hormone signal transduction pathway by qRT-PCR (blue bar) and RNA-Seq (red line). (1) Gene ID: LOC100240944, Gene Name: *protein phosphatase 2C 49* –like, Gene, Locus ID: VIT_00017639001, (2) Gene ID: LOC100248525, Gene Name: *protein phosphatase 2C 25- like*, Locus ID: VIT_00032793001, (3) Gene ID: LOC100264240, Gene Name: *carboxylesterase 2*, (4) Gene ID: LOC100260853, Gene Name: *carboxylesterase 8*, Locus ID: VIT_00027568001 (5) Gene ID: LOC100249257, Gene Name: *carboxylesterase 120*, Locus ID: VIT_00010672001 (6) Gene ID: LOC100254982, Gene Name : *corboxyleterase1-like*, (7) Gene ID: LOC100260659, Gene Name: *carboxylesterase 12*,Locus ID: VIT_00031776001, (8) Gene ID: LOC100244884, Gene Name: *corboxyleterase 6*, Locus ID: VIT_00025780001, (9) Gene ID: LOC100264381, Gene Name: protein phosphatase 2C 40, Locus ID: VIT_00001129001, (10) Gene ID: LOC100242244, Gene Name: protein phosphatase 2C 15-like, Locus ID: VIT_00011853001, (11) Gene ID: LOC100253351, Gene Name: Protein kinase and PP2C-like, Locus ID: VIT_00025802001, (12) Gene ID: LOC100263197, Gene Name: Protein short root transcript varient X2, Locus ID: VIT_00000107001, (13) Gene ID: LOC100246825, Gene Name: Vv Actin (Reference gene), Locus ID: VIT_00003099001

## Discussion

Grape, being one of the most important fruit crops, is globally consumed fresh as well as in the form of several value-added products [1]. Dormancy is a very complex and highly programmed mechanism used by perennial plants to cope with unfavorable environmental conditions. The beginning of dormancy requires sensing and development of regular environmental signals [25]. In grape, a shorter photoperiod and low temperatures cause the alteration of buds into ED [26, 27]. Dormancy can be generally categorized into three dormant states, ED (growth suspension by factors outside the meristem), ED (growth inhibition by internal bud signals) and ECD (growth inhibition by momentary adverse ecological situations) [11]. The molecular and physiological aspects of bud dormancy in grape have been previously examined in several studies [7–10]. This is first ever report on application of RNA-seq technique to classify a large number of transcripts from grape buds of different dormancy stages. Using a transcriptomic approach, we observed that the number and expression profiles of DEGs differed during dormancy stages. 

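Expression in ED stood apart from that in SB and PD, which were close to each other. FLC, a MADS-box repressor of flowering, had an FPKM of 58.0 in SB and 78.4 in PD but 1.74 in ED. TIP4, a vacuolar water channel with 314 reads in PD, had none in ED, at least 95.3-fold lower. LOC100247366, a tubulin with 8263 reads in PD, also had none, at least 2510-fold lower. In all, 347 genes listed at 0 in ED had an FPKM of at least 5 in SB or PD, against 16 listed at 0 in SB that had this level in ED or PD. Why genes are listed at 0 was not tested. Across genes, Spearman's rho was 0.941 between SB and PD, 0.777 between ED and SB and 0.770 between ED and PD, where genes are not independent replicates. Genes listed at 0 in a single library numbered 1562 in ED, 296 in SB and 439 in PD.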

A sum of 8949, 9780 and 3983 transcripts were differentially expressed in the PD vs ED, SB vs ED and SB vs PD comparisons, respectively. Transcripts with a like expression patterns might be functionally correlated during bud dormancy. A cluster analysis of DEGs during three comparative dormancy stages was carried out to know the expression pattern of the 11,766 transcripts that were differentially expressed during dormancy stages. The cluster analysis revealed that the most of transcripts were up-regulated while a relatively smaller number of transcripts were down-regulated. 

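Enzymes that build and loosen cell walls were mostly lower in ED than in SB. Xyloglucan endotransglucosylases (XTH) cut and rejoin the hemicellulose of growing walls, and of 27, 4 were higher and 17 lower in ED than in SB. LOC100255642 fell from an FPKM of 185 in SB to 7.53 in ED, 24.6-fold (95% interval 19.4 to 31.7). LOC100256457 went the other way, from 86.4 to 777, 8.98-fold higher in ED (8.36 to 9.66). Of 35 pectinesterases, which remodel wall pectin, 3 were higher and 22 lower, with LOC100258861 32.3-fold lower (23.7 to 45.2). Of 13 genes of the cellulose synthase family none was higher and 10 were lower, with LOC100254408 5.16-fold lower (4.90 to 5.43). The median log2 ratios for ED over SB were -1.84 for XTH, -2.04 for pectinesterases and -2.21 for the cellulose synthase family, against -0.74, -0.60 and -0.64 in random lists. Between ED and PD, 10 XTH genes were higher and 9 lower. The pectinesterase median there was -0.71, with 4 higher and 16 lower, and that of the cellulose synthase family -1.77, with 8 lower.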

Our findings revealed that a number of DEGs were highly expressed in SB vs ED than in the other two stages of dormancy. Previous studies showed that gene activity in black current was minimum at early stages of dormancy and maximum at the moment of bud break [28]. In our study, very high transcript activity in SB vs ED as well as very low activity in SB vs PD was likely due to growth-conducive conditions or signaling from other plants. Additionally, using KEGG analysis, we found that these DEGs belonged to several pathways. 

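Most genes of the cell cycle and of the spindle were lower in ED than in SB. Cyclins drive the cell cycle, and all 16 were lower in ED than in SB. LOC100264093 stood at an FPKM of 423 in SB, 354 in PD and 2.57 in ED, 165-fold lower in ED than in SB (95% interval 119 to 235). Of 6 MCM helicases, which open DNA for replication, 5 were lower in ED than in SB, with LOC100266163 38.0-fold lower (28.8 to 51.2). Of 8 histone H3 genes, 6 were lower in ED than in SB, and of 11 histone H2A genes 6. LOC100257369, a histone H3 gene, had 579 in ED, 405 in SB and 397 in PD. Of 41 kinesins, motor proteins of the spindle, 37 were lower, and of 19 tubulins 16. LOC100256600, a tubulin, was 22.1-fold lower (19.9 to 24.5). No gene of these groups was higher in ED than in SB, except 2 histone H3 and 2 histone H2A genes under median-of-ratios scaling. Of 4 histone H2B genes, 2 were lower in ED than in SB, and none with that scaling. In PD, 3 cyclins were higher than in SB and none was lower, and 2 MCM genes were lower, none of them with median-of-ratios scaling. The median log2 ratios for ED over SB were -4.97 for cyclins, -5.73 for MCM, -5.93 for histone H3, -3.54 for kinesins and -3.41 for tubulins, below all 10000 random lists. From the high transcript activity in SB vs ED and the low activity in SB vs PD, the paper proposes an effect of conditions that favour growth or of signals from other plants.

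**Figure D2:**
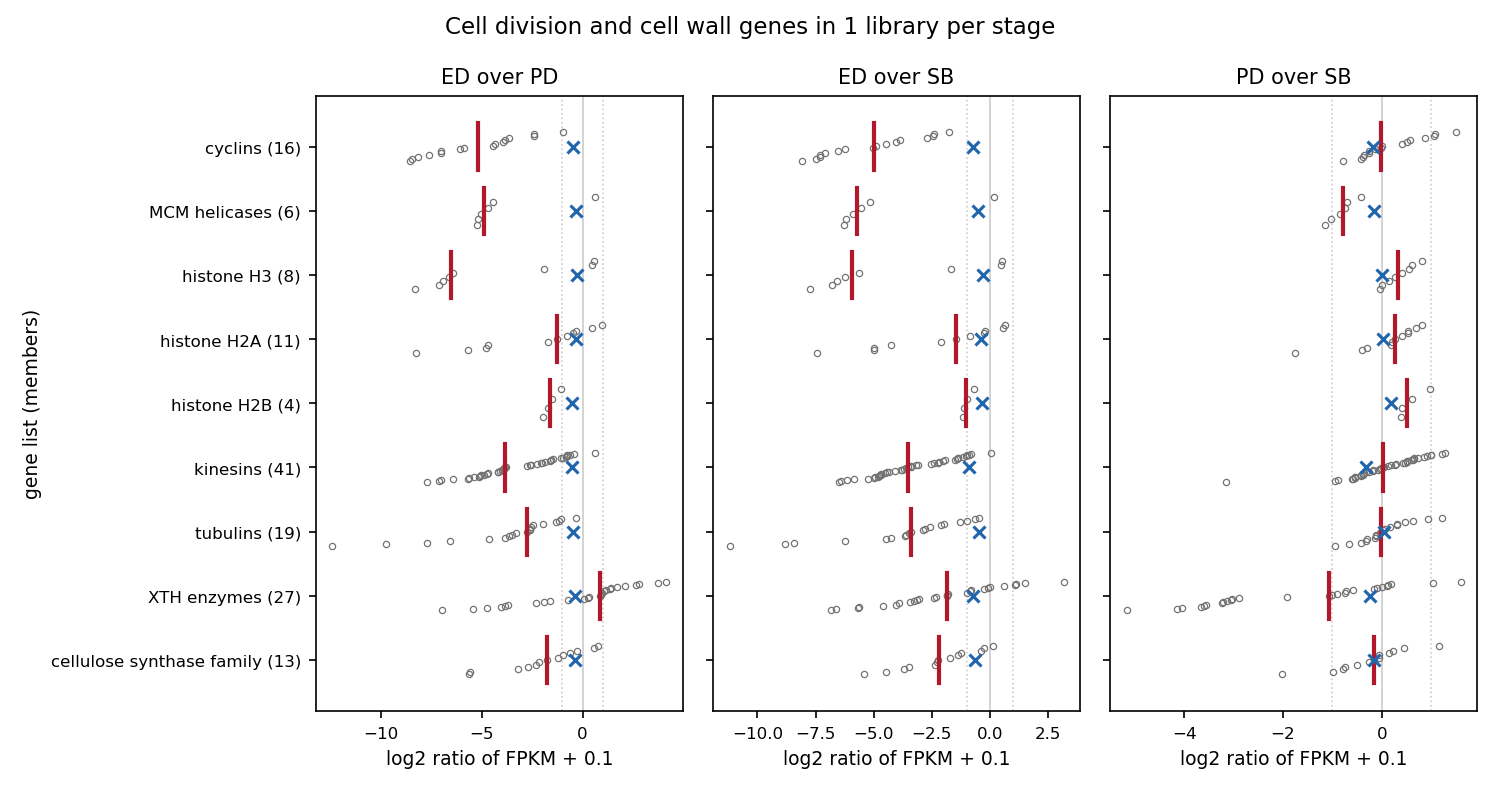
Log2 ratios of FPKM + 0.1 for ED over PD, ED over SB and PD over SB in 9 gene groups of cell division and cell walls. Open circles are genes, red bars group medians, blue crosses medians of matched random lists and dotted lines the 2-fold threshold. The cyclin median is -5.17 for ED over PD and -0.01 for PD over SB, and that of the XTH enzymes 0.85 and -1.08.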

Substantial variations were noticed in five pathways, secondary metabolites biosynthesis, ribosome, starch and sucrose metabolism in PD vs ED and SB vs ED stages, while secondary metabolites biosynthesis, signaling of plant hormone and flavonoid biosynthesis pathways were represented in SB vs PD stage of dormancy. Our findings were in consensus with previous work on Chinese pear, in which comparison of transcriptomic analysis between ED and ECD during the whole dormancy cycle showed substantial variations in five KEGG pathways, plant-pathogen interaction, metabolism of ether lipid, ribosome, endocytosis in glycerophospholipid and metabolic pathways [16, 17]. Enriched GO terms recognized in our study, oxidation-reduction process, hormone metabolism and jasmonic acid stimulus, were also in agreement with previous reports [29].

Oxidative stress is proposed to be an important process involved in ED release [30]. Consistent with this perspective, H_2_O_2_ has been reported to be a signaling factor increasing the expression of genes related with release of ED [31]. An increase in H_2_O_2_ levels take place earlier to release ED in grape buds, proposed that H_2_O_2_ could be a signal molecule that triggers gene expression for release of ED. Recent researches have figured out the key role of hydrogen cynamide and calcium signaling in bud break of Perlette grapevines [32]. The higher expression of calcium signaling-related genes corresponds with the optimum bud break potentiation in *V. riparia*, additionally proposing a key role for calcium in the transition from ED to ECD [12]. A significantly down-regulated group of 130 genes was identified during the alteration from ED to ECD at chilling accumulation time in grape and in leafy spurge, and included *proline-rich protein, glutathione S-transferase*, *peroxidase*,, *serine decarboxylase*, *thaumatin, serine carboxy peptidase* and *xyloglucan endo-transglycosylase* [12, 33]. 

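Catalases break hydrogen peroxide down, and class III peroxidases use it at the cell wall. Of 2 catalases, LOC100244516 rose from an FPKM of 44.9 in SB to 115 in PD and 263 in ED. It was 2.57-fold higher in PD than in SB (95% interval 2.35 to 2.80) and 2.28-fold higher in ED than in PD (2.16 to 2.41). LOC100853165 stood at 409 in SB, 419 in PD and 253 in ED and did not pass. Of 41 class III peroxidases, 8 were higher and 16 lower in ED than in PD, 6 and 22 in ED than in SB, and 6 and 16 in PD than in SB. LOC100245432 fell from 163 in SB and 126 in PD to 15.1 in ED, and LOC100255112 was 17.9-fold lower in ED than in PD (14.2 to 22.8). LOC100257005 was 11.7-fold higher in ED than in PD (10.4 to 13.3). The peroxidase median log2 ratio was -1.20 for ED over SB and -0.43 for PD over SB. For ED over PD it was -0.28, and 0.00 with median-of-ratios scaling. Many peroxidases had few reads, and with the read-level test 5 were higher and 10 lower in ED than in PD, 2 and 12 in ED than in SB, and none and 6 in PD than in SB. Of 9 other antioxidant genes, such as SODCP, a superoxide dismutase 4.96-fold lower in ED than in PD (4.41 to 5.59), 3 were higher and 5 lower in ED than in PD.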

Our data demonstrated the up-regulated expression of *catalase* along with down-regulated expression of some *peroxidase* genes among all three dormancy stages. Down-regulation of *peroxidase* genes and up-regulation of *catalase* genes could enhance or decrease the H_2_O_2_, thus increase release of ED. Therefore, further investigation into the relationship between activity of *catalase* and levels of H_2_O_2_ after ED is required. Generally, metabolic networks are controlled by hormone function and signaling. The involvement of ABA to maintain and promote bud dormancy in woody plants has been projected [34–36]. A gradual decreas of ABA contents during ED to ECD have been reported in leafy spurge and pear buds previously [29, 37] and peaked in poplar after few weeks of short days [38]. Moreover, an ABA related transcript has showed down-regulation during the chilling phase essential for ED release in grape [12]. 

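Genes of ABA synthesis differed in direction. NCED1, a dioxygenase of the rate-limiting step of ABA synthesis, stood at an FPKM of 40.1 in SB, 6.14 in PD and 4.77 in ED, 8.41-fold lower in ED than in SB (95% interval 6.59 to 10.9). Its log2 ratio for ED over PD was -0.36, under the threshold. NCED2, of the same family, stood at 3.64 in SB, 3.48 in PD and 7.82 in ED, 2.26-fold higher in ED than in PD (1.69 to 3.03) and 2.16-fold higher than in SB (1.62 to 2.90). ZEP, which makes a precursor of ABA, stood at 11.8, 14.7 and 9.82. Dehydrins are classic targets of ABA. Of 3 genes with the dehydrin motif, 2 were higher and 1 lower in ED than in PD. The motif missed the dehydrin DHN1, which was 3290-fold higher in ED than in PD (2790 to 3890). LOC100254126 was 27.0-fold higher in ED than in PD (25.4 to 28.6) and 16.7-fold higher than in SB (15.9 to 17.5), at an FPKM of 3275 in ED. The median log2 ratios of the ABA synthesis genes were -0.36 for ED over PD and -0.26 for ED over SB, which turned to 0.03 and 0.43 with median-of-ratios scaling.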

Similar to these findings, our study showed higher ABA expression in the PD vs ED comparison, while lower expression was observed in the SB vs ED comparison. Based on previous reports, we speculate that ABA might play acrucial role in initiation and maintenance of ED in grape.

Gibberellin (GA) are plant hormones that control several growth processes including seed germination; stem elongation, growth regulation and dormancy. Previous reports have depicted the involvement of GA in bud break, and an increase in GA levels has been considered to be essential for ED release [37]. GA signaling via *GID1* receptors is essential for seed germination in Arabidopsis [39]. Five transcripts in the *GID1* and *DELLA* families were identified and validated by qRT-PCR in the present study. These transcripts also showed different expression patterns during the three dormancy stages. 

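Carboxylesterases, enzymes related to the GA receptors of the GID1 type, which are not among those counted here, went in both directions between ED and PD. Of 41 members, 13 were higher and 13 lower in ED than in PD, and 13 and 15 in ED than in SB (18 and 10 with median-of-ratios scaling). LOC100255710 stood at an FPKM of 17.1 in ED with 169 reads, and had 5 reads in SB and was listed at 0 in PD, at least 61.9-fold higher in ED than in PD if that 0 is a true count. LOC100264240, the most abundant in ED after LOC100255589, reached 122. LOC100255589 itself stood at 124 in ED, 33.4 in SB and 115 in PD, 3.44-fold higher in PD than in SB (95% interval 3.05 to 3.88). LOC100248873 fell from 109 in SB to 52.1 in PD and 4.93 in ED, 22.2-fold lower in ED than in SB (17.1 to 29.1). Towards PD, 9 rose and 10 fell from SB, and 6 and 2 with the read-level test. The group was built from similarity to 7 genes of Table 3 and Fig. 5, which are not independent of the paper's choice. The median log2 ratio was -0.26 for ED over PD, 0.00 for ED over SB and -0.03 for PD over SB, against -0.38, -0.84 and -0.35 in random lists (percentiles 61.46, 99.41 and 97.27). With the other scaling the medians for ED over SB and PD over SB were 0.70 and 0.21.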

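GID1 proteins bind GA and then mark DELLA repressors for destruction. Of 2 GID1 receptors, LOC100249385 stood at an FPKM of 319 in ED, 88.5 in SB and 51.0 in PD, 6.24-fold higher in ED than in PD (95% interval 5.81 to 6.70) and 3.60-fold higher than in SB (3.40 to 3.81). GID1A stood at 66.1, 91.6 and 68.7 and passed in no comparison. The 2 genes with the DELLA motif also passed in none. VVGAI1 stood at 36.7 in ED, 45.9 in SB and 47.3 in PD, and LOC100253268 at 50.1, 67.0 and 72.0. Their median log2 ratio was -0.44 for ED over PD and -0.37 for ED over SB, which turned to 0.33 with median-of-ratios scaling. Of 4 GA oxidases, which make or inactivate GA, 3 were lower in ED than in PD and all 4 lower than in SB. GA20ox3 was 4.31-fold lower in ED than in PD (2.22 to 9.15) and GA3ox1 14.6-fold lower than in SB (7.76 to 31.2). These oxidases had few reads, and 1 passed the read-level test between ED and PD.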

*GID1* family transcripts were up-regulated while *DELLA* family transcripts were down-regulated during the three dormancy stages. Overall, these results suggested that GA was not associated with release of ED activities, with the exception of bud burst initiation.

Basipetally transported auxin is considered as a key signal regulating PD. Cytokinin synthesis is inhibited by auxin. Several genes have been identified in Arabidopsis and pea which involved in auxin-regulated growth inhibition [40]. Cytokinin and auxin signaling have been identified in regulation of PD; however, their involvements in ED are not yet clear [41]. The auxin and cytokinin-responsive transcripts are differentially expressed as plants alteration from PD to ED [29]. In our study, transcripts related to signaling pathways of cytokinin and auxin showed lower expression in all three stages of dormancy. 

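Among auxin response genes, more were lower than higher in ED. Aux/IAA proteins repress auxin-responsive genes, and of 18, 4 were higher and 10 lower in ED than in PD (5 and 8 with median-of-ratios scaling), and 2 and 11 in ED than in SB. LOC100254204 fell from an FPKM of 232 in SB to 104 in PD and 24.9 in ED, 9.32-fold lower in ED than in SB (95% interval 8.28 to 10.5). LOC100259648 was 7.99-fold higher in ED than in PD (7.03 to 9.12). Of 5 TIR1/AFB auxin receptors, 4 were lower in ED than in SB and none was higher, and 3 were lower in ED than in PD, or 2 with that scaling. TIR1 stood at 93.6 in SB, 65.6 in PD and 9.49 in ED. In addition, 7 Aux/IAA genes fell and none rose from SB to PD, while no TIR1/AFB gene passed. Of 7 two-component genes, which carry the cytokinin signal, none was higher and 4 were lower in ED than in SB, and HP3, a phosphotransfer protein, was 5.08-fold lower (4.01 to 6.50). With that scaling 1 was higher and 2 were lower. RRB3, a response regulator, was 2.64-fold higher in ED than in PD (2.28 to 3.07). The median log2 ratios for ED over SB were -1.90 for Aux/IAA, -1.78 for TIR1/AFB and -1.02 for two-component genes, against -0.71, -0.47 and -0.74 in random lists (percentiles 0.97, 7.23 and 37.19). For ED over PD the two-component median was -0.18, which turned to 0.20 with that scaling.

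**Figure D3:**
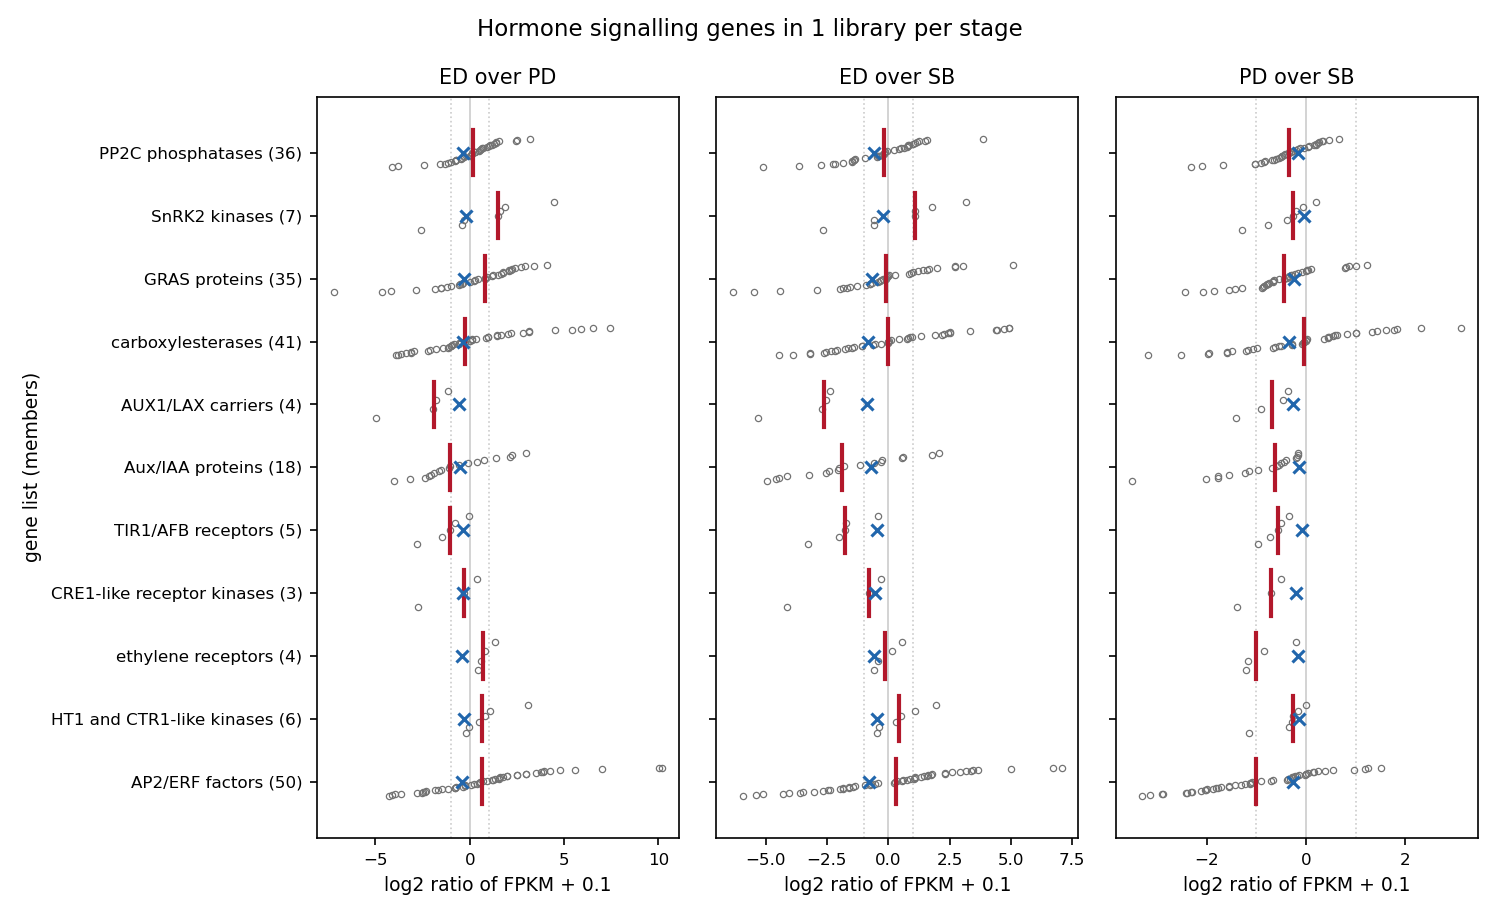
Log2 ratios of FPKM + 0.1 for ED over PD, ED over SB and PD over SB in 11 gene groups of hormone signalling. Open circles are genes, red bars group medians, blue crosses medians of matched random lists and dotted lines the 2-fold threshold. For ED over PD the medians are -1.06 for Aux/IAA and -1.05 for TIR1/AFB genes (percentiles 12.72 and 22.22 of random lists), and for PD over SB those of the auxin groups lie at or below -0.57.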

Based on previous studies, we speculate that auxin and cytokinin might be associated in PD and ED regulation of grape buds.

The functional category of identified transcription factors was significantly enriched in the transcript expression profile of this comparative study. Among these identified transcription factors, within the *AP2-like* transcription factor family*, ERF* subfamily with two transcripts was significantly enriched [42], while many of them can regulate the ethylene responses during dormancy and similar responses of *ERF-like* transcription factor have also been reported in poplar [38]. 

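AP2/ERF transcription factors, many of which act in ethylene and stress responses, more often fell than rose from SB to PD. Of 50 genes with the ERF type of domain, 3 rose and 25 fell from SB to PD. Between ED and PD, 23 were higher and 13 lower in ED, and between ED and SB 20 and 18, or 25 and 15 with median-of-ratios scaling. LOC100264647 had 2710 reads in ED, 20 in SB and 1 in PD, 144-fold higher in ED than in SB (95% interval 93.2 to 237). LOC100242144 stood at an FPKM of 317 in SB, 64.9 in PD and 373 in ED, 4.89-fold lower in PD than in SB (4.46 to 5.36). LOC100243603 fell from 357 in SB to 109 in PD and stood at 64.7 in ED. Another 6 genes, outside these 50, resemble the cold-response factors CBF3 and CBF4, and 4 of them were lower and 1 was higher in ED than in SB, or 2 and none with the read-level test. CBF4 fell from 36.9 in SB to 8.52 in PD and 0.632 in ED, 58.4-fold lower in ED than in SB (26.6 to 160). The AP2/ERF median log2 ratio was -1.0 for PD over SB, below all random lists. It was 0.64 for ED over PD and 0.31 for ED over SB, against -0.42 and -0.79 in random lists and above all of them. The CBF-like median was -2.18 for ED over SB.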

In fact, potato, leafy spurge, and poplar all exhibited the momentary peak in ethylene or ethylene perception that is linked with ED induction as verified by several studies on similar aspect [37, 38, 41]. Another finding on leafy spurge showed contradictory results during PD as revealed by microarray analysis; at least ten ethylene responsive genes were highly induced but were repressed during Ed and ECD [29]. In our study, transcripts related to ethylene signaling pathway showed synchronized expression patterns, with higher *ETR* levels in SB vs PD and lower levels of *CTR1*-like transcripts in PD vs ED. 

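CTR1 is a kinase and the first repressor below the ethylene receptors, and the paper's Table 3 lists HT1-like kinases under ethylene. Whether any of the 6 HT1 and CTR1-like kinases counted here is CTR1 was not tested. Of 6, 2 were higher and none lower in ED than in PD. LOC100259653 had an FPKM of 8.37 in ED, 2.09 in SB and 0.889 in PD, 9.39-fold higher in ED than in PD (95% interval 5.75 to 16.3). LOC100257625 stood at 154, 71.8 and 72.3, 2.13-fold higher in ED than in PD (1.99 to 2.29). LOC100263908, at 48.5, 63.5 and 50.3, did not pass. The kinases had a median log2 ratio of 0.64 for ED over PD and 0.42 for ED over SB, against -0.30 and -0.46 in random lists. For PD over SB it was -0.27, with 1 gene lower, which median-of-ratios scaling turned to 0.03 with none. The group was built from LOC100259653 and LOC100257625, which are in Table 3.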

Based on our results, we suggest that ethylene signaling might be involved in endodormancy release.

## Conclusions

As stated above, the results obtained so far allow for the development of a hypothesis regarding the molecular mechanism underlying bud dormancy. By comparing the transcriptomes among three stages, the potential contribution of various pathways in this method became evident. This work implicated several pathways, including plant hormone signaling as well as secondary metabolites biosynthesis. Further confirmation of most enriched pathways and DEGs will be the major emphasis of future studies.

## Methods

### Plant material

Shine Muscat, the most popular table grape cultivar in Japan [43] and China due to its aroma and good taste, was used as the plant material in this study. Four-year-old grape plants were spaced at 6 m × 3 m apart under a rain shelter covered with polyvinyl film and supplemented with drip irrigation at Nanjing Agricultural University Vineyard located in Tangshan Valley, Nanjing, Jiangsu province, China. During the sampling period, plants were not pruned or chemically treated. Buds were harvested on February 02, (ED stage), May 19 (SB) and August 08 (PD stage) in 2015.

The dormancy stages of grape buds prior to constructing gene expression profile were defined as ED, SB, and PD. The growth in the ED stage is stopped due to low chilling exposure and factors within the meristem, while in the PD stage, plant growth is suspended due to factors outside the meristem. SB grows on one side of winter buds having no scales. No bud break was noticed on shoots sampled on 2^nd^ February. These buds were considered to be in ED phase and the collected buds were designated endodormant buds (EDB). The bud samples collected on 19^th^ May and 8^th^ August were designated summer buds (SB) and paradormant buds (PDB), respectively. The samples were instantly frozen in liquid nitrogen and then kept at −80 °C until RNA extraction.

### Preparation of RNA-seq libraries

Total RNA was extracted using Foregene RNA isolation kit (Foregene Co.Ltd, China) according to manufacturer’s instructions. RNA quality was checked with a 2200 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA). Total RNA extracted from the three samples collected per dormancy stage was pooled into three sample stages. From each sample, to isolate poly (A) mRNA, 10 μg of total RNA was used to prepare Illumina RNA-seq libraries. From three biological replicates for each stage, each library was pooled by mixing equal quantities of RNA. An insert size of 200 bp was used for sequencing of each library using the Illumina HiSeq^TM^ 2000 system following the manufacturer’s protocol.

### Mapping of reads to the reference genome and gene annotation

The raw sequence data were filtered by removing adaptor sequences, low quality reads with more than 10% anonymous nucleotides (N) and 50% bases of quality value ≤5 by using hierarchical indexing for spliced alignment of transcripts (HISAT) [24] and standard parameters used for mapping (−−phred64 --n-ceil -q “L, 0, 0.05” -I 100 -X 1000 -t -p 6 --no-una) prior to mapping against a reference grape genome database. Clean reads were mapped to the *Vitis vinifera* reference genome (Assembly accession = GCF_000003745.3; Assembly version = 12X; http://ftp.ncbi.nlm.nih.gov/genomes/Vitis_vinifera/Assembled_chromosomes/seq/ vinifera) using the mapping software HISAT (version 0.1.6). For our data, a read length ≥ 100 bp was used and included reads mapped to the reference genome with ≤ two mismatches [44]. Reads that failed to be mapped were cleaned and mapped to the genome again until a match was found (Fig. 6).

**Fig. 6:**
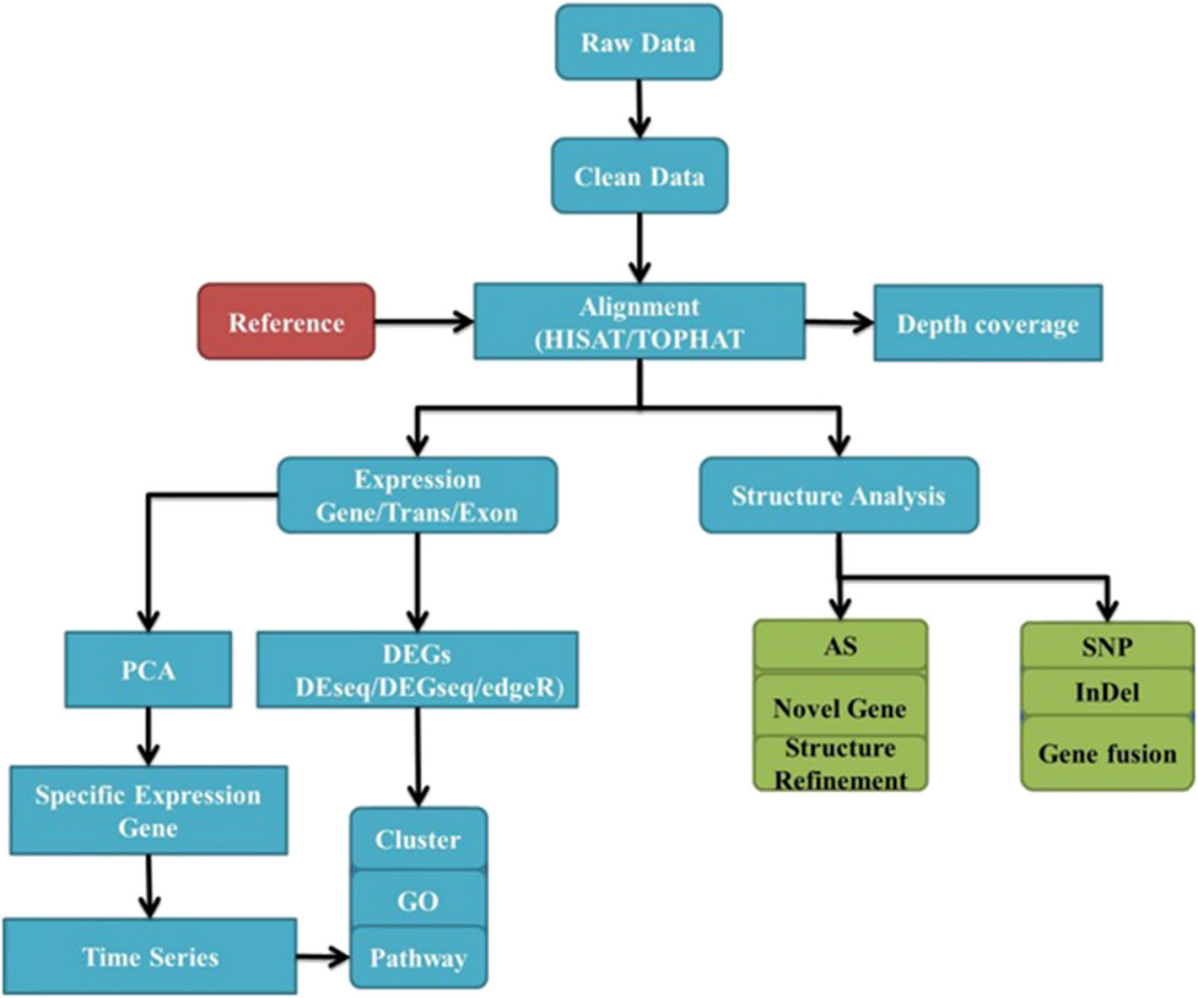
Flow chart of deep sequencing for three sample stages of grape buds

### GO analysis and gene expression evaluation from RNA seq

To compare gene expression levels among three samples, the relative transcript level of each expressed transcript was normalized and calculated to the reads per kilobase of exon model per million mapped reads (RPKM) values [45]. For all RPKM values of each transcript, the cutoff value was determined for shaping gene transcriptional activity based on a 95% confidence threshold. To obtain GO annotations, Blast2GO program was used (version 2.3.5) (https://www.blast2go.com/) for all the transcripts [46]. Further, we performed GO enrichment analysis using GO seq [47] to classify genes or their products into terms (molecular function, biological process and cellular component) that are helpful in understanding the biological functions of the genes.

### Differentially expressed genes (DEGs) and cluster analysis during the three stages of dormancy

DEG seq [48] and DEG seq2 [49] were used to detect the differentially expressed genes. The *p*-value threshold was determined by FDR to account for multiple tests of significance. In this study, FDR threshold ≤ 0.001 and fold change ≥ 2 were adopted to observe the significance of the transcript expression differences [50]. For pathway analysis, all DEGs were mapped to terms in KEGG database and then looked for significantly enriched pathway terms compared to the background genome. KEGG pathways fulfilling the criterion of a Bonferroni [51] corrected *p*-value ≤0.05 were defined as significantly enriched in DEGs. Cluster analyses of gene expression patterns in PD vs ED, SB vs ED and SB vs PD comparisons were performed using R package pheatmap [48]. The sequences obtained from the Illumina sequencing were deposited in the NCBI Sequence Read Archive (accession number, GSE77119).

### Real-time quantitative PCR (RT-qPCR) analysis of DEGs

Twelve genes were selected for validation using quantitative real-time PCR. Primer pairs were designed using Beacon Designer software (Premier Biosoft, version 7.0), which are listed in (Additional file 8). The qPCR reaction was performed in a total volume of 20 μl, containing 1 μl of diluted cDNA, 0.6 μl of reverse and forward primers, 7.4 μl of ddH2O, 0.4 μl of ROX and 10 μl of the PCR master mix (Thermo Fisher Scientific, Waltham, MA, USA). According to the standard protocol of the ABI 7300 system, the amplification program was performed as follows: 30 s at 95 °C, followed by 40 cycles of 5 s at 95 °C for and 30 s at 60 °C. To verify the formation of single peaks and to exclude the possibility of primer dimer and non-specific product formation, a melt curve (15 s at 95 °C, 60 s at 60 °C, and 15 s at 95 °C) was generated by the end of each PCR reaction. All reactions were performed in triplicate, including the non-template control reactions. In addition, the threshold cycles (Ct) of the triplicate reactions for each tested gene were averaged, and then the values were normalized to that of the control V. vinifera Actin gene (accession number XM_010659103) [52].

## Additional files

Additional file 1: Table S1. Differentially expressed genes between paradormancy vs endodormancy. (XLSX 417 kb)
Additional file 2: Table S2. Differentially expressed genes between summer buds vs endodormancy. (XLSX 448 kb)
Additional file 3: Table S3. Differentially expressed genes between summer buds vs paradormancy. (XLSX 187 kb)
Additional file 4: Table S4. Up and down regulated differentially expressed genes in cluster analysis. (XLSX 326 kb)
Additional file 5: Table S5. Differentially expressed genes involved in KEGG pathway between summer buds vs para dormancy. (XLSX 13 kb)
Additional file 6: Table S6. Differentially expressed genes involved in KEGG pathway between summer buds vs endo dormancy. (XLSX 13 kb)
Additional file 7: Table S7. Differentially expressed genes involved in KEGG pathways between paradormancy vs endodormancy. (XLSX 24 kb)
Additional file 8: Table S8. Genes and primer pairs used for quantitative real-time PCR. (DOCX 16 kb)

## Abbreviations

APM: Arginine and proline metabolism
ASNSM: Amino sugar and nucleotide sugar metabolism
BSM: Biosynthesis of secondary metabolites
CB: Carotenoid biosynthesis
CFPO: Carbon fixation in photosynthetic organisms
CMM: Cysteine and methionine metabolism
CMP: Carbohydrate metabolic process
CRP: Circadian rhythm plant
DEGs: Differentially expressed genes
ED: Endodormancy
FB: Flavonoid biosynthesis
FFB: Flavone and flavonol biosynthesis
FMM: Fructose and mannose metabolism
GM: Glutathione metabolism
ICM: Integral component of membrane
MIB: Metal ion binding
MP: Metabolic process
NB: Nucleotide-binding
OP: Oxidative phosphorylation
ORP: Oxidation-reduction process
PAM: Phenylalanine metabolism
PCB: Porphyrin and chlorophyll biosynthesis
PCM: Porphyrin and chlorophyll metabolism
PD: Paradormancy
PHST: Plant hormone signal transduction
PM: Plasma membrane
PP: Protein phosphorylation
PPB: Phenylpropanoid biosynthesis
PPER: Protein processing in endoplasmic reticulum
PSTKA: Protein serine/threonine kinase activity
RNA-seq: RNA sequencing
RTD: Regulation of transcription, DNA-templated
S.B: Summer bud
SM: Selenocompound metabolism
SSDBTFA: Sequence-specific DNA binding transcription factor activity
SSM: Starch and sucrose metabolism
TT: Transmembrane transport
ZB: Zeatin biosynthesis
ZIB: Zinc ion binding

# Supplementary material for: Comparative RNA-seq based transcriptomic analysis of bud dormancy in grape
**Source:** BMC Plant Biol. 2017 Jan 19;17:18. doi: 10.1186/s12870-016-0960-8
**Supplement:** Additional file 8: Table S8. — Genes and primer pairs used for quantitative real-time PCR.

| **Table S8. Differentially expressed genes used for RT-qPCR validation** | | | | | | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | **Gene ID** | | **Gene Name** | | **Regulation** |  | **Primer** | | |  |  |  |
|  | LOC100240944 | |  | Protein phosphatase 2C 49 -like | Down |  | **F** | CCGTAGGTGGTTACATTCT | | |  |  |
|  |  | |  |  |  |  | **R** | AATCAGGAACTCATCGTCTT | | |  |  |
|  | LOC100248525 | |  | Protein phosphatase 2C 25- like | Down |  | **F** | AATTCAGAGGAGGACAAGTT | | |  |  |
|  |  | |  |  |  |  | **R** | CCACCACCATTACCGTTA | | |  |  |
|  | LOC100264240 | |  | Corboxyleterase 2-like | Down |  | **F** | GCAAGAGTCCATACCTAAC | | |  |  |
|  |  | |  |  |  |  | **R** | TACCACAGCGTAGAACAA | | |  |  |
|  | LOC100260853 | |  | Corboxyleterase 8-like | Down |  | **F** | GGTTGTGGAGATGATGGA | | |  |  |
|  |  | |  |  |  |  | **R** | GCGTGGAGTCAATGAAAT | | |  |  |
|  | LOC100249257 | |  | Corboxyleterase120-like | Down |  | **F** | GAAGAATGCCTCAGAACAC | | |  |  |
|  |  | |  |  |  |  | **R** | CTGCTTCCACCTCTATCC | | |  |  |
|  | LOC100254982 | |  | Corboxyleterase1-like | Down |  | **F** | GAGTATAGCAATCCGATG | | |  |  |
|  |  | |  |  |  |  | **R** | CTCTATCACATGGTAATCTC | | |  |  |
|  | LOC100260659 | |  | Corboxyleterase1-like | Up |  | **F** | CTTCCTCTCCTCTTCTACATC | | |  |  |
|  |  | |  |  |  |  | **R** | GCAAGCCTATACTCTACTGA | | |  |  |
|  | LOC100244884 | |  | Corboxyleterase 6 | Up |  | **F** | AAGTAGCGTCTCTATGATGT | | |  |  |
|  |  | |  |  |  |  | R | AGTCACAGTTACACCAAGT | | |  |  |
|  | LOC100264381 | |  | Protein phosphatase 2C 40 | Up |  | **F** | CTGAAGAGTTGATGATGATACC | | |  |  |
|  |  | |  |  |  |  | **R** | GAGATGTTGAAGCAGTAGAAG | | |  |  |
|  | LOC100242244 | |  | Protein phosphatase 2C 15-like | Up |  | **F** | AGGAAGACTTAGCATTGTTG | | |  |  |
|  |  | |  |  |  |  | **R** | GGTATTGGAACTATGAACTCTC | | |  |  |
|  | LOC100253351 | |  | Protein kinase and PP2C-like domain containing protein | Up |  | **F** | GAGGAAGGAGATACATACTGAA | | |  |  |
|  |  | |  |  |  |  | **R** | CAAGAACTGGTCGCAATC | | |  |  |
|  | LOC100263197 | |  | Protein short root transcript varient X2 | Up |  | **F** | TCAATCCTACAACTCCAGTA | | |  |  |
|  |  |  |  |  |  |  | **R** | GGAAGAAGAAGAAGAGAAGTC | | |  |  |
|  | LOC100246825 | |  | Vv Actin (Reference gene) |  |  | **F**  TACAATTCCATCATGAAGTGTGATG | | | |  |  |
|  |  | |  |  |  |  | **R**  T TAGAAGCACTTCCTGTGAACAATG | | | |  |  |
|  |  | |  |  |  |  |  | | | |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

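Buds of *Vitis vinifera* cultivar Shine Muscat were sampled in endodormancy (2 February 2015), as summer buds (19 May 2015) and in paradormancy (8 August 2015). The sample labels abbreviate summer buds SD and the paper SB; the stages were taken from the full names, which are the same in the labels, in the column names and in the paper. The paper's methods state that total RNA of 3 bud samples per stage was pooled before library preparation, so that the series holds 3 libraries, 1 per stage.

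The deposited values are FPKM. The authors removed reads with adaptors and of low quality, mapped the rest to the grape reference genome with HISAT, allowing mismatches, and scaled the reads of each gene by transcript length and by the library total; the processing notes of the submitters name HISAT and HTSeq. The annotation release that the authors used was not given in the paper or the series record. The deposited table holds 21599 genes, of which 20106 were matched by identifier to the reference table and 378 carry a gene symbol. It holds no descriptions, and no gene is at 0 in all libraries.

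The design set out before the data were examined allowed for read counts, but the deposited table holds FPKM. Reads were therefore recovered from the FPKM. The product of FPKM and length of the longest transcript is a whole multiple of a step that is constant within a library, and 20931 genes with a transcript sequence were used (668 had none). The recovered totals were 8240149 (ED), 8775267 (SB) and 9048402 (PD) reads. At these depths an FPKM of 1 on a transcript of ordinary length stands for few reads, and single-gene folds are given with exact intervals from the binomial distribution of the recovered reads at a confidence of 95%.

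The calls in the text use the deposited FPKM without a test: with 0.1 added, a ratio of at least 2 in either direction. With 1 library per stage no spread between buds can be estimated, and no p-value across genes is given for a difference between stages. Alternatives set before the data were examined were scaling by the trimmed mean of log ratios (trims of 30% of ratios and 5% of levels), by median of ratios and by the upper quartile; leaving the 50 genes with the most reads out of the totals; at least 50 recovered reads in the compared libraries together; 5 reads added per library; and FPKM with 0.001 added. Alternatives chosen after the data were examined were FPKM with 1 added; an FPKM of at least 1 in either library; an exact conditional binomial test on recovered reads, with 0.5 reads added per library for the ratio, a minimum of 10 reads, the ratio of 2 and an adjusted p of 0.001 or 0.05; and an exact negative binomial test with an assumed coefficient of variation of 0.1, 0.2 or 0.4. Genes with no read in a library are compared against a floor of 3 reads.

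Gene groups had been written down as words to be searched in gene descriptions, which the deposited table lacks. They were replaced, after the table had been seen, by 52 lists, of which 15 were built by protein similarity (BLAST 2.17.0), 26 by protein motif and 11 by gene symbol, on the 20680 predicted proteins of at least 50 residues. Several similarity lists start from genes that the paper printed in its tables and figures. The median log2 ratio of each list was placed among those of 10000 random lists of the same size, drawn from 20 bins of mean expression. The genes named in the text follow a rule fixed before their values were read: the 25 genes that the paper names, the 10 genes per direction and comparison with the largest ratios among those with an FPKM of at least 5 and a gene symbol (in place of the description the rule asked for), the 3 most abundant members of each list, and its members past the threshold with the largest and the smallest ratio in each comparison. This gives 299 genes. LOC100240909, the second most abundant gene in ED, falls outside this rule and was chosen after its values were seen. The values printed in the paper's tables had been seen by then.

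The scripts were tested on simulated data with the depths of the 3 libraries, 20931 genes and 200 changed genes. The simulated reads carried counting error only, with no spread between buds, so the rates below give no error rate for differences between stages. Between SB and ED, the FPKM ratio recovered 64 of 67 genes changed 2.5-fold and 67 of 67 changed 4-fold, the read-level test 57 and 65, and the test with an assumed spread of 0.2 recovered 0 and 34. With a spread of 0.4 it recovered 0 of 66 genes changed 8-fold. Of 20731 unchanged genes, the FPKM ratio called 1028, nearly all with few reads: 6 were among the 15121 unchanged genes with at least 50 reads. The read-level test called 1. The 95% interval held the true ratio for 95.0% of the genes tested.

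GO terms and KEGG pathways were not analysed, since no annotation of these kinds was at hand, and the supplementary tables were available in part (1998 lines of 8949, 9780, 3938 and 3922), so no overlap of gene sets was tested with them. Of the RT-qPCR figure, only the order of the stages was read, by eye, and its values were not tested. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures Matplotlib 3.10.9.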

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

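The tests of scaling and of weather on the harvest date were chosen only after the results were seen; the other tests below had been set out with their bounds before their values were computed.

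The main text of the paper does not describe the following, and its supplementary tables of genes were at hand only in part. DHN1, a dehydrin, had an FPKM of 60527.1 in ED, 340.7 in SB and 18.4 in PD. LOC100240909, chosen after its values were seen, had 47448.8 in ED, 142.3 in SB and 32.1 in PD, and held 3.354% of the ED reads. Heat shock factors, which switch chaperone genes on, had a median log2 ratio of 2.12 for ED over SB, and LOC100250904 was 487-fold higher in ED than in PD (95% interval 247 to 1130). Stilbene synthases had a median of 4.60 for ED over SB. WRKY factors, many of which act in defence, had 1.41 for ED over PD, with 31 of 53 higher and 6 lower in ED, and LOC100243352 was 7.84-fold higher (7.27 to 8.47).

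From SB to PD, light-harvesting proteins, the antennae of the photosystems, had a median of 2.32, with 14 of 16 higher and none lower. LOC100252004 stood at an FPKM of 150 in SB, 1024 in PD and 1.03 in ED. PR10 proteins had a median of 3.25 for PD over SB, with 8 of 10 higher, though several had few reads and 5 passed the read-level test. PR10.3 was 25.7-fold higher in PD than in SB (14.1 to 52.0). NB-ARC proteins, the main class of plant resistance receptors, had a median of -1.05, with 2 of 196 higher and 101 lower in PD than in SB. LOC100245534 fell 4.62-fold (3.95 to 5.42).

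Small heat shock proteins were higher in PD than in SB with a median log2 ratio of 5.33, and 19 of 19 passed. Of these and the HSP70 chaperones together, 29 of 31 or 93.5% passed with PD higher, so the rise was not confined to 1 or 2 members. As a test of abundant members carrying the lists this count decides little. The medians, 5.33 and 1.38 for HSP70, cannot be carried by 1 or 2 members and already require most members to pass. A rise of all stress genes in PD is also argued against, since the WRKY median for PD over SB lay at percentile 0.0 of random lists. The PR10 median, however, lay at percentile 100.0. Outside this test, the median of the antioxidant genes lay at percentile 99.14 and that of the NB-ARC proteins at 0.0. With the lists split in this way, a rise of part of the stress genes stays open. Small heat shock proteins were lower in ED than in PD (median -1.65), but 17 of 19 were higher and 1 lower in ED than in SB (median 3.63), and their summed FPKM was 14888 in ED, 11856 in PD and 560 in SB, so they were not high in August alone. LOC100262206 alone made up 6714.6, 2561.1 and 174.4 of these sums. The weather on the harvest date stays open, since each stage was sampled on 1 date and stage and date cannot be told apart. 

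Of the genes past the threshold, 75.5% were lower in ED than in SB. A few genes taking many of the ED reads is argued against as the cause, since 70.0% were lower with the 50 most read genes left out of the totals. A lower depth of the ED library is argued against, since among genes with at least 50 reads 77.0% were lower and 76.8% after SB was thinned to the ED total, and a bias with transcript length is argued against by medians that were negative in all 5 classes of length, the highest being -0.66. With median-of-ratios scaling the share was 56.0%, and nothing in the data fixes which scaling holds, so a total of mRNA that ED buds do not share with the other stages stays open. Whether most genes were lower in ED in absolute terms is left open.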

How the results depend on the processing

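FPKM with 1 added and an FPKM of at least 1 were chosen after the data were examined. An adjusted p of 0.05 and the assumed spreads had been planned for read counts; with FPKM in the file, the choice to run them, and the test at 0.001, on recovered reads was made after the data were examined, and they count as added. No paired analysis was possible because each stage has 1 library of pooled buds and no sample numbers pair the stages. KEGG and GO counts were planned and not run for lack of annotation, and a setting without a filter was not run since the calls use none. For the counts that moved, the cause was not tested, except that a minimum of reads leaves fewer genes to call and a larger assumed spread asks for larger ratios. Without replicates none of these settings measures the spread between buds. Counts below changed by more than 1.5 times and are given with those of the main setting in brackets.

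With scaling by the trimmed mean, 4840 genes were higher in ED than in SB (3024), and 263 were higher in the first stage in all 3 comparisons (161). With median-of-ratios scaling these were 5222 and 293, with 677 lower in all 3 (1095); of the hormone family genes 58 were higher in ED than in SB (38) and 24 lower in PD than in SB (37). With FPKM with 0.001 added, 261 were higher in all 3. Upper quartile scaling and leaving out the top 50 genes changed none by more than 1.5 times; with them 4368 and 3612 were higher in ED than in SB, and 232 and 188 higher in all 3.

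With at least 50 recovered reads, 2676 were higher in ED than in PD (4092), 1953 higher in ED than in SB, 826 higher (1620) and 2436 lower (4535) in PD than in SB, and 57 higher and 397 lower in all 3; 6 hormone family genes were higher in PD than in SB (11), and 0 RT-qPCR genes lower (2). The stilbene synthase median for PD over SB reversed from -0.82 to 3.67, as fewer genes were left. With 5 reads added, 1006 were higher in PD than in SB, 73 higher and 711 lower in all 3, and 7 hormone family genes higher in PD than in SB. With FPKM with 1 added, these were 854 (and 2422 lower), 59, 419 and 5, with 1 RT-qPCR gene lower in PD than in SB. With an FPKM of at least 1 in either library, they were 1039, 87, 647 and 6.

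With the read-level test at an adjusted p of 0.001, 896 were higher and 2716 lower in PD than in SB, 62 higher and 541 lower in all 3, 6 hormone family genes higher in PD and 0 RT-qPCR genes lower. At 0.05, 1031 were higher in PD than in SB, 86 higher and 712 lower in all 3, with 6 hormone family genes higher and 1 RT-qPCR gene lower in PD.

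With an assumed spread of 0.1, 806 were higher and 2352 lower in PD than in SB, 54 higher and 450 lower in all 3; 6 hormone family genes were higher and 24 lower, and 0 RT-qPCR genes lower, in PD. With 0.2, 1673 were higher and 4063 lower in ED than in PD (7749 lower), 1243 and 5041 in ED than in SB (9323 lower), and 272 and 839 in PD than in SB; 14 were higher and 110 lower in all 3, and 144 passed between SB and PD alone (466). Hormone family genes were 29 higher and 25 lower in ED than in PD (51, 46), 19 higher in ED than in SB, and 2 higher and 5 lower in PD than in SB; RT-qPCR genes were 0 higher (1) and 0 lower in PD. With 0.4, the counts were 368 and 1374, 286 and 1659, and 26 and 30, with 0 higher and 1 lower in all 3, and 428 (1104), 603 (1112) and 15 in PD vs ED, SB vs ED and SB vs PD alone. Hormone family genes were 8 and 7, 7 and 9 (57 lower in ED than in SB), and 0 and 0; RT-qPCR genes 2 and 1 (6, 6) between ED and PD, 2 and 1 (6, 6) between ED and SB, and 0 and 0 between PD and SB. In simulated data this last spread recovered 0 of 66 genes changed 8-fold, so its low counts say little about single genes.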

Differences from the paper's values

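FPKM with 1 added, an FPKM of at least 1 in either library, the read-level tests and the assumed spreads were chosen after seeing the values; the other settings named were set before the data were examined.

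The paper's methods give a fold change of at least 2 and an FDR of at most 0.001, whereas the counts here rest on a ratio of 2 without a test. Values are listed as different when they are more than 1.5 times apart, and a setting is said to close a gap when it brings them within 1.5 times of the paper's, so counts that differ by less remain.

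Between SB and PD the paper gives 943 genes higher in PD, 2995 lower and, in its discussion, 3983 in all, and its cluster set 969 higher and 2953 lower; here 1620 were higher and 4535 lower, 6155 in all. For the higher genes, of 943 and of 969, at least 50 recovered reads or 5 reads added bring the count within 1.5 times of the paper's, and trimmed mean, median-of-ratios and upper quartile scaling, the top 50 genes left out and FPKM with 0.001 added do not. For the lower genes and the total, all of these do except FPKM with 0.001 added, though with the top 50 genes left out 4242 and with upper quartile scaling 3891 were lower. For genes past the threshold in all 3 comparisons the paper gives 70 higher and 565 lower, against 161 and 1095 here. For the higher ones at least 50 reads and 5 reads added close the gap, and the rest do not; for the lower ones trimmed mean, median-of-ratios and upper quartile scaling, at least 50 reads and 5 reads added close it, and the top 50 genes left out and FPKM with 0.001 added do not.

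Of the settings chosen after seeing the values, FPKM with 1 added, an FPKM of at least 1, the read-level tests at 0.001 and 0.05 and an assumed spread of 0.1 close these gaps, and spreads of 0.2 and 0.4 do not; the read-level test at 0.001, nearest to the paper's threshold, gives 896 higher and 2716 lower in PD than in SB. Of the 1998 lines held of each of the paper's lists, the read-level test at 0.001 drops 17 of PD vs ED, 33 of SB vs ED and 67 of SB vs PD, and the main setting drops 1, 8 and 16. The log2 ratios in these lines are those of the deposited FPKM to within 0.01 for all 1975, 1957 and 1971 genes above 0 in the compared libraries, and all 1998 signs are the same in each list.

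For the cluster set, the paper names 1015 genes as down in PD vs ED. In the part of its Table S4 that is held (1998 of 3922 lines), the columns headed SB vs ED and PD vs ED hold the log2 ratios of ED over PD and of ED over SB, so exchanged, for 1940 of 1957 genes; they are as headed for 25, some of which fit either way. With the columns exchanged, and with up read as lower in ED, a reading chosen after seeing the counts, the count to compare is 1671 genes higher in ED than in SB; at least 50 reads and 5 reads added close the gap, and the other settings set before the data were examined do not. The paper's other counts on that reading, 2907, 2152 and 1770, stand beside 4228 lower in ED than in SB, 3064 lower in ED than in PD and 2620 higher. As headed, the paper's 2152 and 1770 for SB vs ED stand beside 1671 higher and 4228 lower in ED, and its 2907 and 1015 for PD vs ED beside 2620 higher and 3064 lower.

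In the gene families, which the paper took from pathway annotation and which are built here from sequence, the paper gives 5 GRAS genes (named DELLA) higher in SB vs ED, against 9; at least 50 reads closes the gap and trimmed mean, median-of-ratios and upper quartile scaling, the top 50 genes left out, 5 reads added and FPKM with 0.001 added do not. Among the later settings FPKM with 1 added, an FPKM of at least 1, the read-level test at 0.001 and a spread of 0.1 close it, and the read-level test at 0.05 and spreads of 0.2 and 0.4 do not. The paper gives 2 ethylene receptors lower in PD vs ED, against 0; 4 AUX1 genes higher in PD vs ED, against 0; 1 CRE1 gene higher in PD vs ED, against 0; and 13 CRE1 genes lower in SB vs ED, against 1. No setting of either kind closes these 4 gaps, and from the 3 CRE1-like genes here none could reach 13. The gaps in PD vs ED rest on reading up as higher in ED. In the opposite direction, 4 AUX1/LAX genes and 1 CRE1-like gene were lower in ED than in PD, and 1 ethylene receptor was higher. How many genes the later settings would drop from the paper's families cannot be counted, since their members are not listed.

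The paper's counts of uniquely mapped reads are 19125122 (ED), 20125121 (SB) and 20432432 (PD); the reads recovered from the FPKM are 8240149, 8775267 and 9048402, and no alternative applies. Uniquely mapped reads include those outside genes, and whether the FPKM count fragments of 2 reads is not stated. In Table 3 the paper gives LOC100244496 as 731.638903 in ED and 10.51554 in SB; its scaled reads here are 10.52 in ED and 731.6 in SB, so the stages are exchanged, and no alternative applies.

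Some of the paper's statements on direction also differ, in part from its own tables, if higher or up is read as higher in the stage named second. The paper does not say which stage these words refer to. Read as the stage named first, SnRK2 and CTR1 genes lower in PD vs ED and ETR genes higher in SB vs PD have the direction of most genes called here in those groups. The paper states that transcripts of a SnRK2 gene were lower in PD vs ED, while its Table 3 gives both SnRK2 kinases higher in ED than in PD; here 4 were higher and 1 lower in ED, and those of Table 3 are among the higher. Its discussion states that ETR genes were higher in SB vs PD and CTR1 genes lower in PD vs ED, while its results give 3 ETR genes down in SB vs PD, the direction found here, and its Table 3 both HT1-like kinases higher in ED; here 2 of 4 receptors were lower in PD than in SB, and of 6 kinases of the HT1 and CTR1 type, the 2 of Table 3, from which the group was built, were higher in ED than in PD and the other 4 did not pass. It describes most genes of the cluster set as up-regulated, while its own count for SB vs PD is 2953 of 3922 down-regulated, and here 73.7% were lower in PD than in SB. It describes DELLA genes as down-regulated, a larger family in its counts than the 2 genes with the DELLA motif here, neither of which passed. Of the wider set of 35 GRAS genes, 15 were higher and 8 lower in ED than in PD. In ED than in SB 9 were higher and 9 lower, and in PD than in SB 2 and 6. It describes catalase as up-regulated among all stages; here 1 of 2 catalase genes was higher in PD than in SB and in ED than in PD and in SB, and the other did not pass. In the RT-qPCR figure, ED lies on the same side for 12 of 12 genes, and the order of PD and SB is the same for 8 and the other way for 4, of which 3 have overlapping error bars.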

Other observations

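The test of the scale of Table 3 was chosen only after the result was seen.

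Aquaporins were mostly lower in ED than in PD, while genes of calcium signalling and sugar transport went in both directions. Of 24 CBL and CIPK genes, calcium sensors and their kinases, 8 were higher and 7 lower in ED than in PD. CIPK02 stood at an FPKM of 1268 in ED, 338 in SB and 214 in PD, and CIPK08 at 2.69, 62.3 and 24.5. The median log2 ratio of this group was -0.26 for ED over SB, which median-of-ratios scaling turned to 0.44. Of 24 aquaporins, the water channels, 2 were higher and 16 lower in ED than in PD, and 7 were higher and 4 lower in PD than in SB. PIP1 was 2.37-fold lower in ED than in PD (95% interval 2.29 to 2.45). CWINV, a cell wall invertase that splits sucrose at the sink, was 9.02-fold higher in ED than in SB (7.47 to 11.0), and 7 of 17 sugar transporters were higher and 6 lower, with 7 and 2 under median-of-ratios scaling.

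MADS-box, floral organ and NAC genes were more often lower than higher in ED than in SB. The same holds for all called genes, 75.5% of which were lower in ED. The medians of these groups for ED over SB lay at percentiles 40.38, 33.47 and 79.91 of random lists, so none stood apart from them. TFL1A, which keeps meristems from flowering, had 439 reads in SB and 41 in PD and was listed at 0 in ED, at least 137-fold lower in ED than in SB if that 0 is a true count. Of 27 MADS-box genes 6 were higher and 12 lower in ED than in SB, and MADS8 was 3.06-fold lower (2.71 to 3.47). Of 10 genes of floral organ identity, none was higher and 5 were lower in ED than in SB, and AP3 was 16.0-fold lower (4.09 to 137). Of 39 NAC factors 11 were higher and 16 lower in ED than in SB, with a median of -0.52 that median-of-ratios scaling turned to 0.08, and LOC104879728 was 92.8-fold higher in ED than in PD (72.7 to 120). Of 8 photosynthesis genes with symbols, 2 of them antenna genes, 2 were higher and 6 lower in ED than in PD, and 5 were higher and 1 lower in PD than in SB, with CHLH, a subunit of the enzyme that puts magnesium into chlorophyll, 8.74-fold higher in PD than in SB (7.78 to 9.84) and PSBP1, of photosystem II, 17.4-fold lower in ED than in PD (15.5 to 19.5). Of 5 genes often used as references, ACT1 was 3.15-fold lower in ED than in PD (3.05 to 3.24) and the others did not pass; with median-of-ratios scaling 2 were higher in ED than in PD and 1 was lower.

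The paper heads the values of Table 3 as RPKM, and they are not the deposited FPKM. Divided by recovered reads, the values of 13 genes in ED and SB and of 12 in PD, where another had no read, span 1.0-fold within each stage, at 0.809 for ED, 1.221 for SB and 1.012 for PD, whereas over FPKM they span 5.5-fold. This is consistent with scaled reads that were not divided by transcript length. On this scale genes with long transcripts stand higher, and comparisons between genes of that table differ from those in FPKM. Because the factor differs by stage, comparisons between stages within a gene differ as well. For LOC100240944 the value over FPKM was 15.18 in ED, 24.4 in SB and 20.9 in PD. The sign of its log2 column is that of ED over PD and of ED over SB for 14 of 14 genes, and that of PD over SB for 2 of 14.

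Some genes with no read in ED were abundant elsewhere. At 0 in ED but with at least 500 reads in another library were 59 genes, against 0 genes at 0 in SB and 8 at 0 in PD. Among genes with at least 200 reads in SB, 109 had 0 reads in ED, 49 had 1, 45 had 2 and 36 had 3. The main text of the paper does not report this, and its cause was not tested.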
